# Ligand-specific sequential regulation of transcription factors for differentiation of MCF-7 cells

**DOI:** 10.1186/1471-2164-10-545

**Published:** 2009-11-20

**Authors:** Yuko Saeki, Takaho Endo, Kaori Ide, Takeshi Nagashima, Noriko Yumoto, Tetsuro Toyoda, Harukazu Suzuki, Yoshihide Hayashizaki, Yoshiyuki Sakaki, Mariko Okada-Hatakeyama

## Abstract

**Background:**

Sharing a common ErbB/HER receptor signaling pathway, heregulin (HRG) induces differentiation of MCF-7 human breast cancer cells while epidermal growth factor (EGF) elicits proliferation. Although cell fates resulting from action of the aforementioned ligands completely different, the respective gene expression profiles in early transcription are qualitatively similar, suggesting that gene expression during late transcription, but not early transcription, may reflect ligand specificity. In this study, based on both the data from time-course quantitative real-time PCR on over 2,000 human transcription factors and microarray of all human genes, we identified a series of transcription factors which may control HRG-specific late transcription in MCF-7 cells.

**Results:**

We predicted that four transcription factors including EGR4, FRA-1, FHL2, and DIPA should have responsibility of regulation in MCF-7 cell differentiation. Validation analysis suggested that one member of the activator protein 1 (AP-1) family, *FOSL-1 *(FRA-1 gene), appeared immediately following *c-FOS *expression, might be responsible for expression of transcription factor *FHL2 *through activation of the AP-1 complex. Furthermore, RNAi gene silencing of *FOSL-1 *and *FHL2 *resulted in increase of extracellular signal-regulated kinase (ERK) phosphorylation of which duration was sustained by HRG stimulation.

**Conclusion:**

Our analysis indicated that a time-dependent transcriptional regulatory network including c-FOS, FRA-1, and FHL2 is vital in controlling the ERK signaling pathway through a negative feedback loop for MCF-7 cell differentiation.

## Background

The activation, duration and subsequent inactivation of the extracellular signal-regulated kinase (ERK) signaling pathway triggers the induction of appropriate changes required for the determination of cell fate. Although many growth factors show remarkably similar profiles in terms of immediate early gene (IEG) mRNA expression in various cell lines [1-8], the biological outcome in response to these factors can vary. In fibroblasts, sustained ERK activation induced by platelet derived growth factor (PDGF) results in S-phase entry, unlike the case following transient activation by epidermal growth factor (EGF) [9-12]. *c-FOS *is a representative IEG which is expressed within minutes following stimulation with growth factor independent from duration of the upstream signals. However, the protein expression level of c-FOS is post-transcriptionally regulated by ERK activation kinetics, where transient ERK signals induced by EGF resulted in little induction of c-FOS, whereas sustained ERK activation by PDGF induced markedly higher amounts of the same protein [13,14]. Thus, the IEG product c-FOS can act as a molecular sensor for upstream ERK signals that leads cells towards particular paths such as proliferation, transformation or differentiation [13-15].

c-FOS is a member of the activator protein 1 (AP-1) transcription factor group that consist of FOS family proteins (c-FOS, FOSB, FRA-1/FOSL-1 and FRA-2/FOSL-2) [16-20] and JUN family proteins (c-JUN, JUNB and JUND) [21-23]. The AP-1 complex is formed by homo- and heterodimerization of JUN, FOS and several CREB/ATF family transcription factors, and mediates a wide range of biological effects related to cell growth, apoptosis and differentiation. c-FOS possesses the FXFP consensus motif, an ERK binding site, referred to as a DEF domain, which plays an important role as a sensor for ERK activity in cell fate decision [13,15,24]. In NIH 3T3 cells, mutation of the c-FOS DEF domain significantly reduced AP-1 activity and inhibited the transforming activity associated with wild-type c-FOS [13], suggesting that AP-1 transcription factor contains a DEF domain like c-FOS and that sustained ERK signals largely contribute to the regulation of cellular phenotypes.

We previously described that heregulin (HRG) induced sustained signal activity in MCF-7 breast cancer cells which triggered an irreversible cell phenotype change to differentiation (accumulation of lipid droplets within the cells), while EGF could only elicit transient signal activity and cell proliferation [25]. Notwithstanding differences in phenotype induction, EGF and HRG induced qualitatively similar early transcription profiles independent of the presence or absence of prolonged ERK signal activity, resulted in all-or-none induction of c-FOS protein [25]. Therefore, we assumed that the induction of different cell fates would eventually be accompanied by differences in the later transcribed genes after appearance of c-FOS. Ultimately, early quantitative differences in gene expression might be followed by qualitative differences during a series of transcriptional events. Therefore, in the current study we set out to identify phenotype-specific genes following long-term exposure to growth factors using time-course large-scale gene expression and to validate the function of the targeted genes. Expression analysis was first analyzed by quantitative real-time PCR (qRT-PCR) aimed at identifying core regulatory transcription factors. The results showed that ligand-specific transcription factors showing distinct expression are all induced by HRG but not by EGF.

Experimental validation was performed in an effort to confirm the late-transcriptional regulation of those transcription factors, c-FOS, FRA-1 and FHL2. Our results suggested that a time-dependent transcriptional regulatory network and associated control of the upstream signal activity by transcriptional feedback facilitate the entry of cells into an irreversible state.

## Methods

### Cell culture

The MCF-7 cell line was maintained in DMEM medium (Gibco BRL, Githersburg, MD) supplemented with 10% fetal bovine serum. Prior to growth factor treatment, cells were serum-starved for 16-24 hours, and then either EGF (PeproTech House, London, England) or HRG-β 176-246 (R&D Systems, Inc., Minneapolis, MN) was added. Cells were incubated with growth factor for the indicated time-period, washed three times with phosphate buffered saline (PBS), and lysed with Bio-Plex lysis buffer (Bio-Rad Laboratories, Hercules, CA).

### qRT-PCR for screening of phenotype-specific transcriptional factors

For the qRT-PCR of 2,352 human transcription factors, we prepared gene-specific PCR primers based on identified mouse transcription factors as previously described [26]. PCR amplification was performed in triplicate using an ABI Prism 7900 HT instrument (Applied Biosystems, Lincoln Centre Drive Foster City, CA). The tailor-made reaction (20 μl) on the 384-well plates included 0.5 units of HotStar Taq DNA polymerase (QIAGEN, Hilden, Germany) and associated ×1 amplification buffer, 1 mM MgCl_2_, 160 μM dNTPs, 1/38 000 SYBR Green I (Molecular Probes, Carlsbad, CA), 7% DMSO, 0.4% ROX Reference Dye (Invitrogen, Carlsbad, CA), 300 nM of each primer, and 2 μl of 40-fold diluted first-stranded cDNA synthesis reaction mixture. The polymerase activation step at 95°C for 15 min was followed by 40 cycles of 15 sec at 94°C, 30 sec at 60°C, and 30 sec at 72°C. Dissociation curve analysis, which evaluates each PCR product to be amplified from single cDNA, was carried out in accordance with the manufacturer's protocol. Several PCR products were also checked by agarose gel electrophoresis (data not shown). For the qRT-PCR data analysis, differentially expressed genes in response to EGF and HRG stimulation were searched for by calculating the index *I*, defined as follows;

where *x*_*t*, *EGF *_and *x*_*t*, *HRG *_represent qRT-PCR-based expression levels of gene *x *after *t *hours administration of EGF and HRG, respectively. Those genes which displayed maximum expression levels of less than 300 were omitted prior to the index value calculation. The distribution of *I *was approximated by a normal distribution with mean and standard deviation values of -0.1 and 0.7, respectively. Those genes with *I *values greater than 3.0 were extracted as differentially expressed genes and their expression pattern was confirmed by GeneChip-based expression data analysis.

### Microarray analysis

Total RNA was isolated using TRIzol reagent (Invitrogen) and then purified using the QIAGEN RNeasy Mini kit. RNA quality was assessed using a Bioanalyzer (Agilent Technologies, Santa Clara, CA). First- and second-strand cDNA synthesis, biotin-labeled cRNA synthesis, fragmentation of cRNA and hybridization reactions were performed using a one cycle cDNA synthesis kit (Affymetrix, Santa Clara, CA). GeneChip (Affymetrix U133A 2.0 chip) experiments were carried out according to the manufacturer's protocol. Scanned images were processed using GeneChip Operating Software (GCOS) to determine the signal intensity of probe sets. Scaling was performed using the Single-Array Expression Analysis function in GCOS and the target value was set to 500. Microarray data used in this study was submitted to Gene Expression Omnibus database (GSE13009).

### Enrichment analysis

For each of the four transcription factors selected from the qRT-PCR results and confirmed by the microarray data, genes showing an HRG-induced expression pattern were correlated with these transcription factors (correlation coefficient ≥0.85) and those that showed higher expression with HRG than with EGF (*I *> 2.2) were extracted. As a result, 38, 35, 52 and 44 probe sets were selected for *EGR4*, *FOSL-1*, *FHL2 *and *DIPA*, respectively. The index value *I *was calculated for the microarray gene expression profile in the same way as for the qRT-PCR data. *I *= 2.2 corresponds to 95% point of fitted normal distribution. Probe Set IDs were converted to Entrez Gene IDs according to the manufacturer's annotation and then corresponding gene ontology (GO) terms were extracted from the ID mapping table provided by NCBI. Those probe sets without Gene ID were discarded in the analysis. Enrichment analysis was performed by Fisher's exact test followed by Bonferonni's correction. Those GO terms which showed a small *p*-value (*p *< 0.05) were regarded as enriched.

### qRT-PCR for gene expression validation

For the qRT-PCR of siRNA-transfected cells, 500 ng of total RNA was reverse transcribed using the PrimeScript RT reagent Kit (TaKaRa, Shiga, Japan). cDNA equivalent to 5 ng of total RNA was used for all the PCR reactions. The sequences of the primers are as follows; 5'-GCA CCG TCA AGG CTG AGA AC-3' and 5'-ATG GTG GTG AAG ACG CCA GT-3' for *GAPDH*, 5'-ACT TGA AAG CAT CCA TGT GTG TGG AC and 5'-GGC CTG GCT CAA CAT GCT ACT AA-3' for *c-FOS*, 5'-AGC AGC AGC AGG TGA TTG GA-3' and 5'-CGC AGA TCA GCT CAT CAC AGA AG-3' for *FOSL-1*, 5'-TGG CAT AAC GAC TGC TTT AAC TGT A-3' and 5'-GTG TGA GAT CAC AAG CAG CAA-3' for *FHL2*. All PCR reactions were performed using SYBR Premix Ex Taq (TaKaRa) or KAPA SYBR Fast kit (KAPA Biosystems, Cape Town, South Africa) in the Thermal Cycler Dice Real Time System TP800 (TaKaRa). qRT-PCR was performed in triplicate for each sample using default two-step amplification procedures in a 25 μl reaction volume according to the manufacturer's instructions. The conditions for the PCR reaction were as follows: 60°C for 30 sec, 95°C for 15 sec, followed by a maximum of 40 cycles of 95°C for 5 sec, and 60°C for 20 sec. The standard curve method was used to determine relative quantification of mRNA abundance [27]. For normalization of the qRT-PCR data, *GAPDH *expression was used as the control at each time point.

### Immunoblotting

Cell lysate was cleared by centrifugation, and the protein concentration of the supernatant was determined using a protein assay reagent (BioRad Laboratories). Protein phosphorylation levels and total proteins were analyzed by Western blotting as previously described [28] using the requisite antibodies. For the Western blot analysis, anti-ERK (p44/42 MAP kinase), anti-phospho-ERK (Thr202/Tyr204), and anti-alpha-tubulin antibodies were purchased from Cell Signaling Technology, Inc. (Danvers, MA). Anti-FOS, anti-FRA-1 and anti-EGR4 antibodies were purchased from Santa Cruz Biotechnology, Inc. (Santa Cruz, CA), anti-FHL2 antibody from AVIVA System Biology (San Diego, CA) or Santa Cruz Biotechnology, and anti-c-JUN antibody from Upstate (Billerica, MA). Protein band intensities were quantified using a densitometer (Fuji Film Corp., Tokyo, Japan).

For the detection of phosphorylated-ERK, cells were treated with 10 nM EGF or HRG at each indicated time point. Protein lysates were prepared using the Cell lysis kit (Bio-Rad Laboratories). The presence of phospho-ERK1/2 was detected using the Bio-Plex phospho-protein assay kit (Bio-Rad Laboratories) according to the manufacturer's protocol. Data from the reaction was acquired and analyzed using the Bio-Plex suspension array system (Luminex 100 system, Bio-Rad Laboratories). Total proteins for ERK were measured using the Bio-Plex total protein assay kit (Bio-Rad Laboratories).

### Gene silencing with RNAi

For 60-mm-diameter experiments, MCF-7 cells were harvested by trypsinization and seeded at 1.2 × 10^6 ^cells/well using HiperFect Transfection Reagent (QIAGEN) and CombiMAG magnetofection reagents (Chemicell GmbH, Berlin, Germany) according to manufacturer's protocol. For *c-FOS *siRNA transfection, 10 nM siGENOME SMARTpool *c-FOS *siRNA or non-targeting control siRNA (Dharmacon, Cramlington, UK) was included in the transfection mixture. For *FOSL-1 *and *FHL2 *siRNA transfection, siRNA was designed based on sequences specific for human cDNA; 5'-GCA TCA ACA CCA TGA GTG G-3' for *FOSL-1 *and 5'-GCA AGG ACT TGT CCT ACA A-3' for *FHL2*. Antisense and sense siRNA oligonucleotides with dTdT 3' overhangs were synthesized by TaKaRa Bio Inc. Each siRNA was added to 10 nM and compared with controls transfected using identical concentrations of control siRNA mixture. After 48 hrs of transfection, cells were starved for 16 hrs in serum-free DMEM. Cells were stimulated with 10 nM HRG for the indicated times in the figures, harvested and then lysed in preparation for qRT-PCR and immunoblotting.

### Protein-protein interaction assay

Cells were washed with PBS and lysed in the lysis buffer. The supernatant was recovered after centrifugation. For immunoprecipitation, 0.5 mg of the aforementioned supernatant protein was incubated with 6 μg of antibody and rotated overnight for 4°C. Then, 20 μl of protein G Plus/Protein A-agarose Suspension (Calbiochem, Madison, WI) was added and the mix incubated for 3 hrs at 4°C on a rotating platform. Following centrifugation, beads were washed three times with HNTG buffer (20 mM HEPES (pH 7.5), 150 mM NaCl, 10 mM NaF, 1 mM Na_3_VO_4_, 0.5 μg/mL leupeptin, 1 μg/mL pepstatin A and 0.2 mM PMSF). Bound proteins were eluted with SDS sample buffer, resolved by SDS-PAGE, and transferred onto PVDF membranes.

### Electrophoretic mobility shift assays (EMSAs)

Nuclear protein was extracted from ligand-treated MCF-7 cells. All procedures were carried out on ice. Treated cells were harvested, suspended in a five-fold of CH buffer (10 mM HEPES-KOH (pH 7.5), 2 mM MgCl_2_, 1 mM EDTA, 1 mM EGTA, 10 mM KCl, 1 mM DTT, 10 mM NaF, 0.1 mM Na_3_VO_4_, and 0.5 mM PMSF added just before use), incubated on ice for 10 min and then centrifuged. Precipitates were resuspended in a three-fold volume of CH buffer containing 0.2% NP-40 and then homogenized using a Dounce homogenizer (20 strokes). Homogenates were centrifuged at 15,000 rpm for 10 min at 4°C. To the supernatants was added 1 mL of CR buffer (40 mM HEPES-KOH (pH 7.5), 0.4 M KCl, 1 mM DTT, 10% (v/v) glycerol, 0.1 mM PMSF and 0.1% (w/v) aprotinin) and 5 M NaCl was added to a final concentration of 500 mM. Mixtures were incubated on ice for 30 min, centrifuged at 24,000 rpm for 20 min, and aliquots were frozen and stored at -80°C until use.

A double-stranded oligonucleotide corresponding to the 12-*O*-tetradecanoylphorbol-13-acetate (TPA) response element (TRE) binding site was synthesized with the following sequence; 5'-CTC TGG CAG GTG CGT CAG TCC G -3' for -318TRE [29]. Synthesized oligonucleotides were end-labeled with [γ-^32^P]ATP (Amersham Bioscience, Piscataway, NJ) and cleaned up using a Gel Shift Assay System (Promega, Madison, WI) according to the manufacturer's instructions. Briefly, 15 μg of nuclear extract was incubated in gel shift binding buffer containing ^32^P-labeled oligopeptides. For the supershift assay, the reaction mixture contained 2 μl of anti-FHL2 specific antibody. For the oligonucleotide competition experiments, the reaction mixture was preincubated with a 50-fold excess of unlabeled oligonucleotide probes prior to the addition of radioactive probes. Samples were resolved on 5% non-denaturing polyacrylamide gel and exposed by radioautography (Fuji Film Corp.).

## Results

We previously showed that stimulation of MCF-7 breast cancer cells with EGF and HRG resulted in very similar early transcription profiles up to 90 min, however subsequent cellular phenotypes differed [25]. Although both ligands evoked qualitatively similar signaling activities and early transcription, HRG induced prolonged signaling activities and significant expression of c-FOS protein, while EGF induced a transient signal and negligible amounts of c-FOS. Therefore, it was hypothesized that this all-or-none supply of c-FOS transcription factor, which plays a major role in AP-1 activation [14], might trigger changes in late transcription which determine ligand-specific cell fate. In an effort to investigate this hypothesis, MCF-7 cells were exposed to growth factors for longer time periods and the temporal expression of transcription factors was monitored.

### HRG and EGF induced different transcription factors

Expression analysis of 2,352 human transcription factors following up to 6 hrs (0, 0.5, 1, 2, 4 and 6 hrs; 6 time points) exposure to HRG or EGF was performed using qRT-PCR and the expression profiles were investigated. The *I *value, a ratio representing the difference between HRG- and EGF-induced gene expression, was calculated as described in the Materials and Methods section. Fig. 1A shows the distribution of *I *values for the transcription factors targeted. The results revealed that HRG, unlike the case with EGF, uniquely induced significantly high expression levels of five transcription factors (I > 3.0) (Fig. 1A red bars), which were identified as *SUPT4H1*, *EGR4*, *FOSL-1*(FRA-1 gene), *FHL2 *and *DIPA *(also known as coiled-coil domain containing protein 85B) (Table 1). Surprisingly, neither EGF-specific nor significant EGF-induced expression of transcription factors was detected.

**Figure 1:**
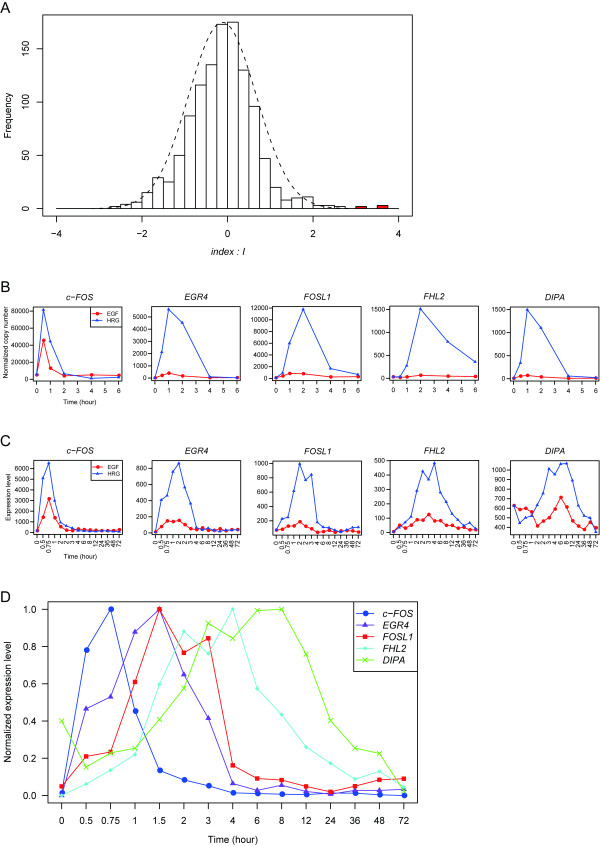
**Time-dependent gene expression of EGF- or HRG-induced transcription factors**. (A) Gene expression of 2,352 human transcription factors in EGF- and HRG-treated MCF-7 cells was measured by qRT-PCR. The index value *I *for these transcription factors was calculated and its distribution is shown. The fitted normal distribution is shown as a dotted curve. Red bars represent genes whose *I *value is greater than 3.0, with five transcription factors (*c-FOS*, *EGR4*, *FOSL-1*, *FHL2 *and *DIPA*) satisfying this criterion. (B-D) qRT-PCR and GeneChip gene expression analyses were performed using growth factor-treated MCF-7 cells. The expression of mRNA after treatment of the cells with 10 nM HRG or EGF was monitored by qRT-PCR for up to 6 hrs and for up to 72 hrs using a GeneChip microarray system. The expression profiles of five transcription factors with high *I *value are shown. (B) Gene expression time-course of five transcription factors measured by qRT-PCR. (C) Gene expression time-course of five transcription factors measured by GeneChip. (D) HRG-induced gene expression measured using a GeneChip microarray system. These five transcription factors show sequential peaks of mRNA expression.

**Table 1:** HRG-induced genes identified by qRT-PCR

Gene Symbol	Gene Name
*SUPT4H1*	suppressor of Ty 4 homolog 1 (*S. cerevisiae*)
*DIPA*	hepatitis delta antigen-interacting protein A
*FHL2*	four and a half LIM domains 2
*FOSL1*	FOS-like antigen 1*

*FOSL-1 is the gene name of FRA-1 protein.

Having identified HRG-induced expression of specific transcription factors from the qRT-PCR results, gene expression analysis using microarray was performed in an effort to determine the time-course expression profile of the aforementioned five transcription factors and other genes up to 72 hrs (0, 0.5, 0.75, 1, 1.5, 2, 3, 4, 6, 8, 12, 24, 36, 48 and 72 hrs; 15 time points). 

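RNA from MCF-7 cells, a breast cancer cell line that responds to EGF and HRG through receptors of the ErbB family, was measured on Affymetrix U133A 2.0 arrays. The deposited table holds 69 arrays, of which 1 is from control cells and 2 are from each ligand at each of 17 times. The labels add 10, 15 and 20 min to the times of the article. Signal intensities had been computed by the authors in GCOS and scaled to a target of 500, and this scaling was kept. Of the 22277 probe sets, 62 are controls of the chip and 19064 carry 1 gene symbol in the annotation. A gene was read from the probe set of 1 symbol with its highest mean signal, and a leading gene of a phase from the probe set that led. The 9805 probe sets with a highest group mean of at least 300 were tested with limma on log2(signal + 50), with 1 mean per ligand and time and 34 residual degrees of freedom. HRG was compared with EGF at each time and over 5 phases, named immediate (10 to 20 min), early (0.5 to 1.5 h), mid (2 to 4 h), late (6 to 12 h) and extended (24 to 72 h), and a Benjamini-Hochberg adjusted p under 0.05 counted as a difference. Differences between ligands are given on the log2 scale as HRG minus EGF with their standard error (SE). The ratio of the 3' to the 5' signal of actin, which rises as RNA degrades, lay between 1.21 and 5.59 on the EGF arrays, between 1.23 and 2.89 on the HRG arrays from 20 min on, between 5.95 and 76.6 on the HRG arrays of 10 and 15 min, and at 4.63 on the control. The single control array was assumed to vary like the other groups. Its highest signal was 72638.2. On the 64 arrays other than it and the HRG arrays of 10 and 15 min the highest signals were 15492.7 to 25327.5.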

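EGR4, FOSL-1 (FOSL1), FHL2 and DIPA (CCDC85B) all reached higher signals in HRG-stimulated cells than in EGF-stimulated cells. EGR4, a zinc-finger factor of the early growth response family, rose from 7 in the control to 2294 ± 42.4 (SD, n = 2 arrays) under HRG and to 264 ± 33.6 (n = 2) under EGF. FOSL1, which encodes the AP-1 subunit FRA-1, reached 995 ± 128 under HRG and 186 ± 6.29 under EGF. FHL2, a cofactor built of LIM domains, reached 483 ± 119 under HRG and 126 ± 10.5 under EGF. DIPA, a partner of C/EBP proteins, was well expressed before stimulation, at 628 in the control, and reached 1069 ± 56.6 under HRG and 713 ± 17.7 under EGF. At the time of the HRG peak the difference between the ligands was 3.12 for EGR4 (SE 0.41, limma adjusted p = 1.06e-06), 2.14 for FOSL1 (SE 0.30, adjusted p = 2.76e-06), 2.01 for FHL2 (SE 0.33, adjusted p = 2.5e-05) and 0.76 for DIPA (SE 0.19, adjusted p = 0.00583), and each was higher in both HRG arrays than in both EGF arrays. The change with time passed the moderated F-test under HRG for EGR4 (adjusted p = 8.64e-20), FOSL1 (2.38e-16), FHL2 (3.59e-12) and DIPA (7.54e-10), and under EGF for the same genes (1.91e-07, 0.000464, 0.0113 and 0.00113, respectively). The courses under the 2 ligands differed with adjusted p = 2.92e-13, 1.78e-11, 3.62e-08 and 2.18e-08, in the same order. SUPT4H1, a subunit of a transcription elongation factor, stayed between 2690 and 3845 from 0.5 to 72 h of HRG and between 3198 and 4092 in the same time of EGF. Its change with time did not pass the F-test under HRG (limma adjusted p = 0.0954) or EGF (adjusted p = 0.0829). The courses of SUPT4H1 under the 2 ligands differed (limma adjusted p = 0.00311). In the early phase it was lower under HRG by a log2 difference of -0.24 (SE 0.07, adjusted p = 0.0224). At 10 and 15 min DIPA was also higher under HRG (676 and 948) than under EGF (333 and 468), on the HRG arrays with the highest actin ratios.

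**Figure D1:**
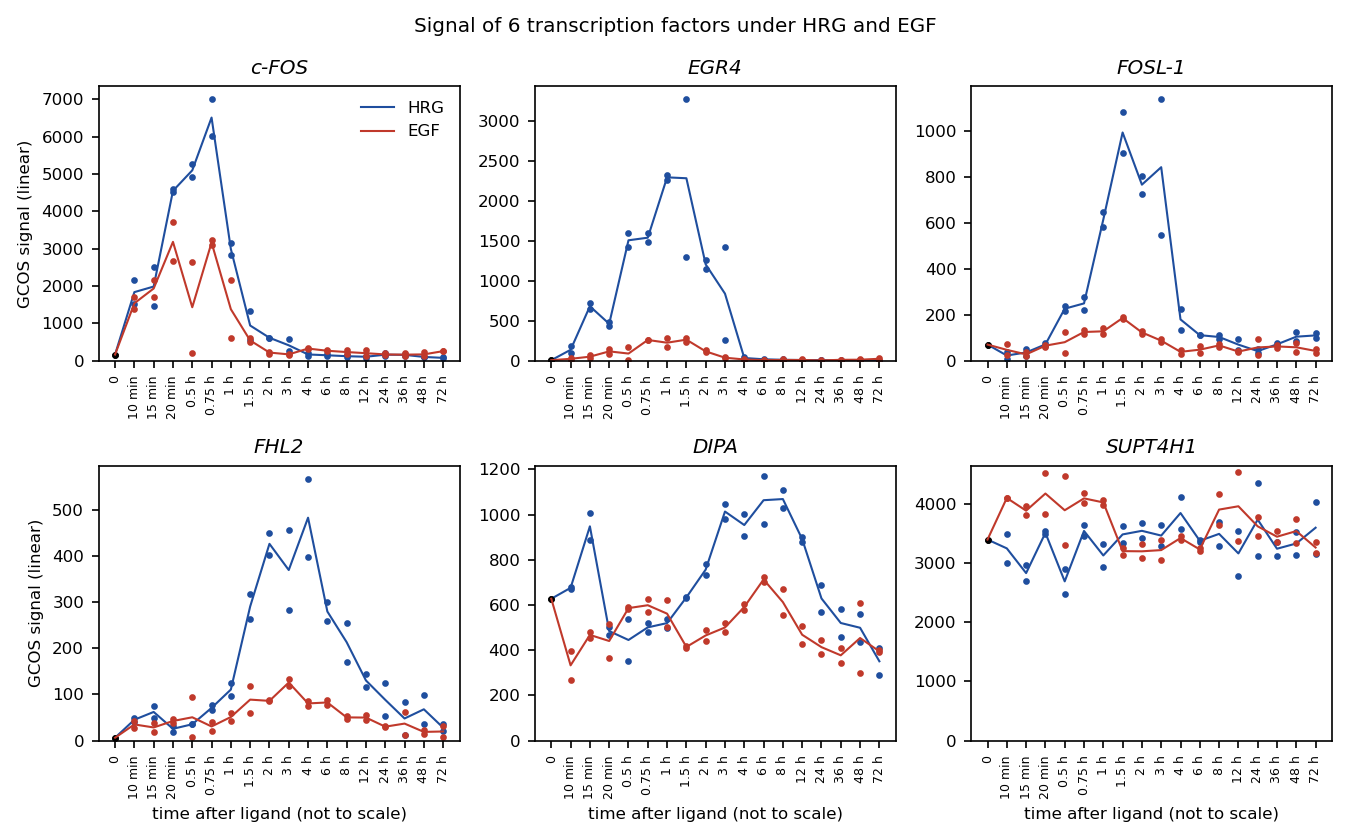
Signal of 6 transcription factors after HRG and EGF, with points for arrays and lines for the means of 2 arrays per ligand and time. The highest mean of c-FOS under HRG was 6514, of EGR4 2294, of FOSL1 995, of FHL2 483, of DIPA 1069 and of SUPT4H1 3845. Times from 0 to 72 h are drawn at equal steps.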

Although results of the investigation of *SUPT4H1 *mRNA expression using a microarray platform were inconsistent with the results obtained from the qRT-PCR analysis (data not shown), results pertaining to the other four transcription factors (*EGR4*, *FOSL-1*, *FHL2 *and *DIPA*) showed good agreement with the qRT-PCR data, and time-dependent mRNA expression was only observed for HRG-stimulated cells (Fig. 1B and 1C). 

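In HRG-stimulated cells the highest mean signal of c-FOS, an AP-1 subunit induced within minutes, came at 0.75 h. It was followed by the peaks of EGR4 at 1 h, FOSL1 at 1.5 h, FHL2 at 4 h and DIPA at 8 h. Several of these peaks were broad. EGR4 stood at 2283 ± 1400 (SD, n = 2) at 1.5 h, FOSL1 at 844 ± 421 at 3 h, FHL2 at 426 ± 33.0 at 2 h and DIPA at 1064 ± 151 at 6 h. In replicate 1 alone EGR4, FOSL1, FHL2 and DIPA peaked at 1.5, 1.5, 4 and 6 h, so that EGR4 and FOSL1 peaked together. In replicate 2 alone they peaked at 1, 3, 2 and 8 h, so that FHL2 peaked ahead of FOSL1. The centre of mass in time of the signal above the control, over 0 to 12 h, kept the order of the means, at 0.947 h for c-FOS, 1.66 h for EGR4, 2.60 h for FOSL1, 5.33 h for FHL2 and 6.89 h for DIPA. A dimmer probe set of EGR4, read after the data had been seen, peaked under HRG at 1.5 h, together with FOSL1. Its centre of mass, at 2.525 h, lay close to that of FOSL1. Under EGF the highest means came at 0.75 h for c-FOS, 1.5 h for EGR4 and FOSL1, 3 h for FHL2 and 6 h for DIPA. From the early to the late phase the log2 difference between HRG and EGF fell by 2.89 for EGR4 (SE 0.32, limma adjusted p = 1.34e-08) and by 0.99 for FOSL1 (SE 0.23, adjusted p = 0.00136), while it rose by 0.76 for DIPA (SE 0.15, adjusted p = 0.000203). For FHL2 the change of 0.56 did not pass (SE 0.25, adjusted p = 0.103).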

Interestingly, the expression peaks of these four transcription factors appeared one after the other following the expression of *c-FOS *(Fig. 1D). 

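Both ligands induced c-FOS, and it reached a higher mean under HRG. Its highest mean was 6514 ± 705 (SD, n = 2) under HRG and 3165 ± 80.9 (n = 2) under EGF, against 167 in the control, so that EGF reached 48.6% of the HRG level (SD of the replicates 4.04%). At the shared peak the log2 difference was 1.03 (SE 0.53, limma adjusted p = 0.455), and over the early phase it was 1.40 (SE 0.26, adjusted p = 0.000231). The EGF arrays of 0.5 h lay far apart, at 2657 and 210, which widens the error of the phase and enlarges its difference. At 0.5 h the log2 difference was 2.62 (adjusted p = 0.000792), and at 1 and 1.5 h it was 1.34 and 0.63 (adjusted p = 0.17 and 0.485), so that 0.5 h alone passed. The highest mean under EGF was a smaller share of that under HRG for EGR4 (11.5%, SD 2.30%), FOSL1 (18.7%, SD 1.15%) and FHL2 (26.0%, SD 8.62%), and a larger one for DIPA (66.7%, SD 4.33%). With the control signal subtracted, the shares were 47.2% for c-FOS, 11.2% for EGR4, 12.5% for FOSL1, 25.1% for FHL2 and 19.3% for DIPA. The dimmer probe set of EGR4 gave 17.9%, and 16.7% with the control subtracted, which is above FOSL1. EGR1 and EGR3, relatives of EGR4 that growth factors induce just as fast, reached 64.9% and 58.0% of their HRG levels under EGF. Another probe set of EGR1 had highest means of 6864 under HRG and 2601 under EGF, a smaller share. In the early phase the log2 difference was 2.99 for EGR4 (SE 0.21, adjusted p = 2.48e-14), 0.68 for EGR1 (SE 0.15, adjusted p = 0.00208) and 0.87 for EGR3 (SE 0.19, adjusted p = 0.00193).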

The gene expression data from both the microarray and qRT-PCR analysis showed that HRG could induce relatively higher expression levels of the *c-FOS *gene compared with EGF (ca. 60% of HRG-induced *c-FOS*), and that the ligand-induced differences in expression became more pronounced during the later expression of *EGR4, FOSL-1*, *FHL2 *and *DIPA *(Fig. 1B and 1C). Transient *c-FOS *expression might suggest negative regulation by other transcription factors. Furthermore, the data implies that *c-FOS *might be replaced in the AP-1 complex by another AP-1 member, thereby altering a function of AP-1 [30] to facilitate response to HRG-mediated cell fate.

The product of the first inducible gene, *EGR4*, is a zinc-finger protein, a member of the EGR family of transcription regulatory factors which plays a critical role in mediating enduring forms of neuronal plasticity and the regulation of inflammatory cytokine gene transcription [31]. EGR3 and EGR4 interact with NFκB p50 and p60 to activate transcription inflammatory-gene promoters [32]. FRA-1 (*FOSL-1 *protein) is a member of the AP-1 family of transcription factors that includes c-FOS, and plays an important role in cell motility, invasion, and maintenance and progression in several transformed and neoplastic cells [33-35]. FRA-1 is known to contribute to cellular differentiation processes through interactions with c-FOS [36] and requires signal-dependent protein stabilization through the DEF domain (FXFP or FXYP) in a manner similar to c-FOS [37-39]. FHL2 can serve as a transcriptional coactivator of AP-1, androgen receptor, CREB and CREM in transformed cells and is known to associate with JUN and FOS [40,41]. Interestingly, FHL2 has been reported to bind to phosphorylated ERK *in vitro *and inhibit nuclear localization and activity of ERK in stimulated cardiomyocytes, indicating its antagonistic role in cellular signaling [42]. DIPA is known as a partner of C/EBP β and was reported to have an inhibitory effect on adipocyte differentiation in preadipocytes [43].

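The genes that followed the factors under HRG were of several kinds, and some kinds followed more than 1 factor. With EGR4 went other transcription factors of the first response to growth factors, among them the nuclear receptors NR4A1 and NR4A3, the AP-1 subunit FOSB and the stress factor ATF3. With FOSL1 went the phosphatases DUSP4 and DUSP5, which switch off MAP kinases, the ErbB ligand HBEGF and the feedback regulator PHLDA1. With FHL2 went ZYX and VCL, which encode proteins of focal adhesions, and INHBA, a subunit of activin. With DIPA went FABP5, MMP1 and the tubulin genes TUBB2A, TUBB3 and TUBB6. The sets held 34, 39, 37 and 23 probe sets for EGR4, FOSL1, FHL2 and DIPA, and their median peak times under HRG were 1, 1.5, 3 and 8 h. Together they held 119 probe sets (91 genes), and 14 of the probe sets were correlated with more than 1 factor. A probe set was taken when its Pearson r with the factor was at least 0.85 over 15 HRG means and its index I of expression under HRG over EGF lay above 0.47, the 95% point of a normal distribution fitted to the I of 9602 probe sets. I was the log2 ratio of the sums of the HRG and the EGF means from 0.5 to 72 h, and 415 probe sets lay above the point. For EGR4, FOSL1, FHL2 and DIPA themselves I was 3.16, 1.97, 1.72 and 0.46. Immediate early transcription factors made up 14 of the 25 EGR4 genes that could be compared. Of genes drawn independently and at random 0.112 would be expected (Fisher's exact test over 135 overlaps, adjusted p = 1.31e-26). EGR4 is itself in that list and its set was picked for a like course, so an overlap was likely from the start. A gene counted if any of its probe sets was in the set, and JUN and EGR1 entered through probe sets not read elsewhere for their main values. The FOSL1 set held 2 of 7 MAP kinase phosphatases (adjusted p = 0.00517), the FHL2 set 2 of 7 genes of epidermal differentiation, SFN and SPRR1B (adjusted p = 0.00544), and the DIPA set 3 of 11 tubulins (adjusted p = 0.000155). Immediate early transcription factors also made up 3 genes of the FOSL1 set, EGR4 among them (Fisher's exact test, adjusted p = 0.00294). SRF targets passed in the sets of EGR4 and FHL2 (adjusted p = 0.0245 and 0.0264, 2 genes each), and genes of ribosome biogenesis in those of FHL2 and DIPA (adjusted p = 0.0369 and 0.0298, 2 genes each). These overlaps were tested after the sets had been seen. The genes of a set were picked for like courses and are not independent, so the p values of Fisher's test are too small. The DIPA set held 10 probe sets without replicate 1 and 3 when the arrays of 10, 15 and 20 min were added.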

We also identified genes (146 probe sets) the expression patterns of which correlated with the aforementioned candidate four transcription factors, and which showed higher expression following HRG stimulation compared with EGF, as determined from our microarray data (Fig. 2). Enriched transcription factors associated with the 146 probe sets which correspond to 126 genes were searched for using GATHER [44]. As a result, AP-1, SP3 and SRF were identified as enriched transcription factors, suggesting that these transcription factors are involved in the transcriptional regulation of the correlated genes. Enrichment analysis using Gene Ontology [45] for each correlated gene cluster revealed time-dependent activation of gene function and pathways specifically activated by HRG (Fig. 3). 

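In the early phase HRG raised nearly the whole set of immediate early transcription factors above EGF, and with it the genes that restrain MAP kinase signalling. Of 27 immediate early transcription factors 24 were higher under HRG (also 24 adjusted over the list alone, limma camera adjusted p = 6.87e-43). Replicate 2 of EGF at 0.5 h, 1 of the 8 EGF arrays of this phase, had low signals of such genes, with 748 for JUNB against 2143 in replicate 1, which lowers the EGF means. Without the replicate pairs correlated below 0.97, among them both EGF arrays of 0.5 h, the list still passed (camera adjusted p = 3.6e-35). FOSB, an AP-1 subunit, had a mean of 1215 under HRG and 68.4 under EGF (log2 3.40, SE 0.17, limma adjusted p = 1.45e-18), the orphan nuclear receptor NR4A3 of 1938 and 257, and ATF3, a factor of the stress response, of 501 and 94.0. AP-1 subunits were higher in 8 of 11 (9 adjusted over the list alone, camera adjusted p = 2.67e-21), and MAFF, a partner of AP-1 factors, was at 2949 under HRG and 1048 under EGF. MAP kinase phosphatases were higher in 6 of 7 (6 adjusted over the list alone, camera adjusted p = 6.47e-13). Among them DUSP1, which removes phosphate from ERK, p38 and JNK, had 3878 under HRG and 1577 under EGF (log2 1.28, SE 0.18, adjusted p = 2.01e-06), and DUSP2 had 572 and 252. Of 17 genes of the actin cytoskeleton driven by SRF, 6 were higher (6 adjusted over the list alone, camera adjusted p = 1.69e-07), led by the matricellular genes CCN2 (1042 and 245) and CCN1 (2579 and 749) and by SRF itself (710 and 317). Of 11 p53 targets 4 were higher (4 adjusted over the list alone, camera adjusted p = 0.000272), among them MDM2 and GADD45A, which act in the response to DNA damage. All 5 of these lists also passed with an estimated correlation between genes, with adjusted p from 2.36e-06 to 0.0031. Of 8 genes of mRNA decay ZFP36 and TOB2 were higher (2 adjusted over the list alone, camera adjusted p = 0.0443, adjusted p = 0.182 with an estimated correlation). Genes of G2/M and mitosis were lower in 5 and higher in 1 of 32, the latter being CKS2 (12 lower and 1 higher adjusted over the list alone, camera adjusted p = 0.000692, adjusted p = 0.33 with an estimated correlation). Genes of G1/S and DNA replication were lower in 4 of 28 (4 adjusted over the list alone, camera adjusted p = 0.00659, adjusted p = 0.359 with an estimated correlation). Among feedback inhibitors of receptor tyrosine kinases PHLDA1 and CBLB were higher and SOCS2 lower of 6 (camera adjusted p = 0.0693). In the late phase the lists of the first response did not pass. Of the immediate early transcription factors 3 were higher and 3 lower under HRG (camera adjusted p = 0.733), of AP-1 subunits 1 higher and 2 lower (0.86) and of MAP kinase phosphatases 1 higher and 1 lower (0.929).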

In the early phase, genes related to transcriptional regulation and the maintenance of signal transduction were activated, and then the expression diminished in the later phase. 

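From 2 to 4 h HRG held genes of the cytoskeleton and of the making of ribosomes above EGF, beside the AP-1 subunits that were already higher before. Genes of epidermal differentiation were higher and genes of the cell cycle lower at the preset correlation between genes only. SRF targets of the actin cytoskeleton were higher in 13 and lower in 1 of 17 (14 and 1 adjusted over the list alone, limma camera adjusted p = 3.55e-08). The focal adhesion gene ZYX had a mean of 1962 under HRG and 478 under EGF (log2 1.92, SE 0.12, limma adjusted p = 2.04e-16), the actin crosslinker ACTN4 of 3045 and 999.8, and LIMA1, an actin-bundling protein, was the member that was lower (log2 -0.39, SE 0.09, adjusted p = 0.000588). Of 23 genes of ribosome biogenesis 14 were higher and 1 lower (15 and 1 adjusted over the list alone, camera adjusted p = 1.79e-05), with NOL6, RRP12, CCDC86 and DDX21 highest and POLR1B lower. Of 7 genes of epidermal differentiation 4 were higher (4 adjusted over the list alone, camera adjusted p = 0.0229, adjusted p = 0.18 with an estimated correlation). These were SPRR1B, a precursor of the cornified envelope, at 429 under HRG and 84.1 under EGF (log2 1.82, SE 0.16, adjusted p = 8.41e-12), the keratin KRT10, the epithelial checkpoint protein SFN and the desmosomal PPL. Tubulins were higher in 7 and lower in 1 of 11 (7 and 1 adjusted over the list alone, camera adjusted p = 0.0121, adjusted p = 0.357 with an estimated correlation), with TUBB2A at 2388 and 921 and TUBD1 as the lower member. Genes of glycolysis and hypoxia were higher in 9 of 21 (9 adjusted over the list alone, camera adjusted p = 0.00714, adjusted p = 0.051 with an estimated correlation), among them PFKFB3. Genes of cholesterol synthesis were higher in 5 of 13 (5 adjusted over the list alone, camera adjusted p = 0.00842, adjusted p = 0.144 with an estimated correlation), led by IDI1 and HMGCS1. Genes of G2/M and mitosis were lower in 21 and higher in 1 of 32 (23 and 1 adjusted over the list alone, camera adjusted p = 6.55e-06, adjusted p = 0.172 with an estimated correlation), with the checkpoint kinase BUB1 lowest and UBE2C higher. Genes of G1/S and DNA replication were lower in 12 and higher in 1 of 28 (15 and 1 adjusted over the list alone, camera adjusted p = 0.0125, adjusted p = 0.429 with an estimated correlation), the latter being CCNE1. AP-1 subunits were higher in 9 of 11 (9 adjusted over the list alone, camera adjusted p = 3.24e-07, adjusted p = 0.0142 with an estimated correlation). Immediate early transcription factors were higher in 19 and lower in 1, ID2, of 27 (19 and 1 adjusted over the list alone, camera adjusted p = 3.82e-08, adjusted p = 0.174 with an estimated correlation). MAP kinase phosphatases were higher in 5 of 7 (5 adjusted over the list alone, camera adjusted p = 0.018, adjusted p = 0.0651 with an estimated correlation). Of 14 genes of lipid droplets and adipocytes 5 were higher, led by FABP5 and LPIN1, and 2 lower, ACSL1 and CD36 (camera adjusted p = 0.0613, and 0.0312 after quantile normalization).

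**Figure D2:**
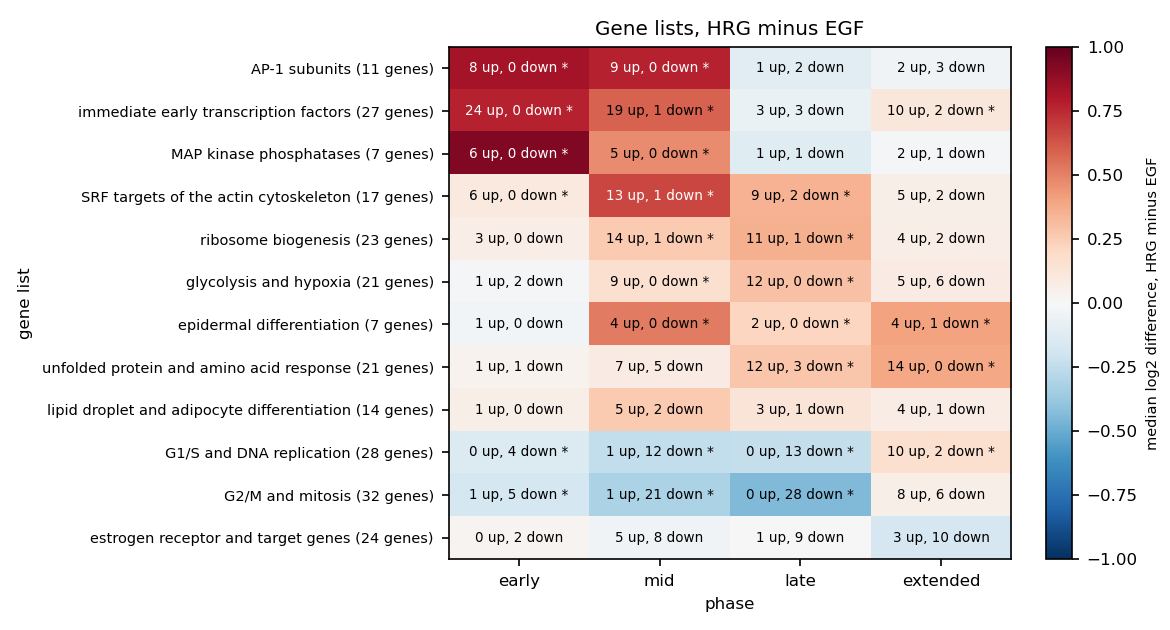
HRG minus EGF in 12 gene lists from the early to the extended phase. Colour gives the median log2 difference of the list and an asterisk a limma camera adjusted p under 0.05. In the early phase 24 of 27 immediate early transcription factors were higher, in the mid phase 13 of 17 SRF targets.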

In the mid to late phase, genes related to development and differentiation were activated. 

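FABP5, a carrier of fatty acids in adipocytes and keratinocytes, rose in HRG-stimulated cells in step with DIPA and barely moved in EGF-stimulated cells. Its mean signal went from 83.5 at 1 h to 536 ± 92.6 (SD, n = 2) at 8 h of HRG, and its highest mean under EGF was 132 ± 34 (n = 2). The change of FABP5 with time passed under HRG (limma adjusted p = 5.66e-14) and not under EGF (adjusted p = 0.377), and the courses differed between the ligands (adjusted p = 4.3e-11). In the late phase FABP5 had a mean of 484 under HRG and 125 under EGF (log2 1.60, SE 0.13, adjusted p = 2.7e-12), and DIPA of 1008 and 598 (log2 0.72, SE 0.11, adjusted p = 2.65e-06). Over 15 means from the control to 72 h of HRG, DIPA and FABP5 had a Pearson r of 0.90 (permutation p = 4e-05, adjusted p = 0.00011 over 8 correlations) and a Spearman rho of 0.86 (permutation p = 9e-05, adjusted p = 0.00024), and r was 0.84 without the means of 6 and 8 h. Under EGF r was 0.32 (permutation p = 0.25, adjusted p = 0.25) and rho 0.37 (permutation p = 0.18). Successive times are not independent, so the permutation p values of the correlations are too small. Of 14 genes of lipid droplets and adipocytes FABP5, AGPAT2 and PPARG were higher in the late phase and ACSL1 lower (3 and 1 adjusted over the list alone, camera adjusted p = 0.175). PPARG, the master regulator of fat cells, had 389 under HRG and 297 under EGF (log2 0.36, SE 0.14, adjusted p = 0.0392).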

Manual curation of the gene list and clustering results revealed that the expression pattern of DIPA was significantly correlated with the expression of FABP5 (fatty acid biding protein 5), a differentiation marker of adipocytes [46] (Fig 2, red symbol). Furthermore, the expression of FABP5 was correlated with the expression of lipid regulators such as fatty acid desaturase 3 and metastasis markers such as matrix-metallopeptidase 1 (MMP1, Fig 2, blue symbol) only in HRG-stimulated cells. These data indicate that cells are directed towards differentiation and/or transformation of MCF-7 cells during the late phase following HRG stimulation. Thus, the appearance of expression peaks associated with these transcription factors showed a physiologically meaningful sequential profile (Fig. 1D).

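FADS3, a desaturase of fatty acids and sphingoid bases, and MMP1, a collagenase of the extracellular matrix, both rose late under HRG. FADS3 went from 472 in the control to 948 ± 33.4 (SD, n = 2) at 6 h of HRG and to 659 ± 135 (n = 2) at 6 h of EGF. MMP1 went from 27.1 to 612 ± 202 at 8 h of HRG and to 113 ± 44.7 at 12 h of EGF. In the late phase FADS3 was higher under HRG by 0.79 (SE 0.16, limma adjusted p = 0.000192) and MMP1, at 520 against 85.9, by 2.08 (SE 0.19, adjusted p = 5.81e-11). Under HRG the Pearson r of FABP5 over 15 means was 0.96 with FADS3 and 0.98 with MMP1 (each with a permutation p of 1e-05, the smallest that the permutations can give, adjusted p = 4e-05), and rho was 0.94 with each. Under EGF r was 0.57 with FADS3 (permutation p = 0.028, adjusted p = 0.032, rho 0.53) and 0.78 with MMP1 (permutation p = 0.00036, adjusted p = 0.00048, rho 0.80), lower than under HRG. Under EGF neither FADS3 (adjusted p = 0.0809) nor MMP1 (adjusted p = 0.0544) passed for a change with time over all times. From 0.5 to 72 h of EGF alone FADS3 passed narrowly (limma adjusted p = 0.0493) and MMP1 did not (adjusted p = 0.0501). Without the means of 8 and 48 h, the farthest of FABP5 under EGF, r was 0.39 with FADS3 (adjusted p = 0.21), so that this relation rests on them, and 0.81 with MMP1. After quantile normalization r of FABP5 and FADS3 under EGF was 0.25 (adjusted p = 0.42). Of 10 genes of fatty acid synthesis and desaturation FADS3, FASN, ELOVL6 and ME1 were higher in the late phase and ELOVL2 lower (4 and 1 adjusted over the list alone, camera adjusted p = 0.19). FASN, the enzyme that builds palmitate, had 2563 under HRG and 1718 under EGF (log2 0.58, SE 0.22, adjusted p = 0.0396). Of 5 genes of matrix metalloproteinases and the plasminogen system MMP1 and its inhibitor TIMP1 were higher and the plasminogen activator PLAT lower (2 and 1 adjusted over the list alone, camera adjusted p = 0.316).

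**Figure D3:**
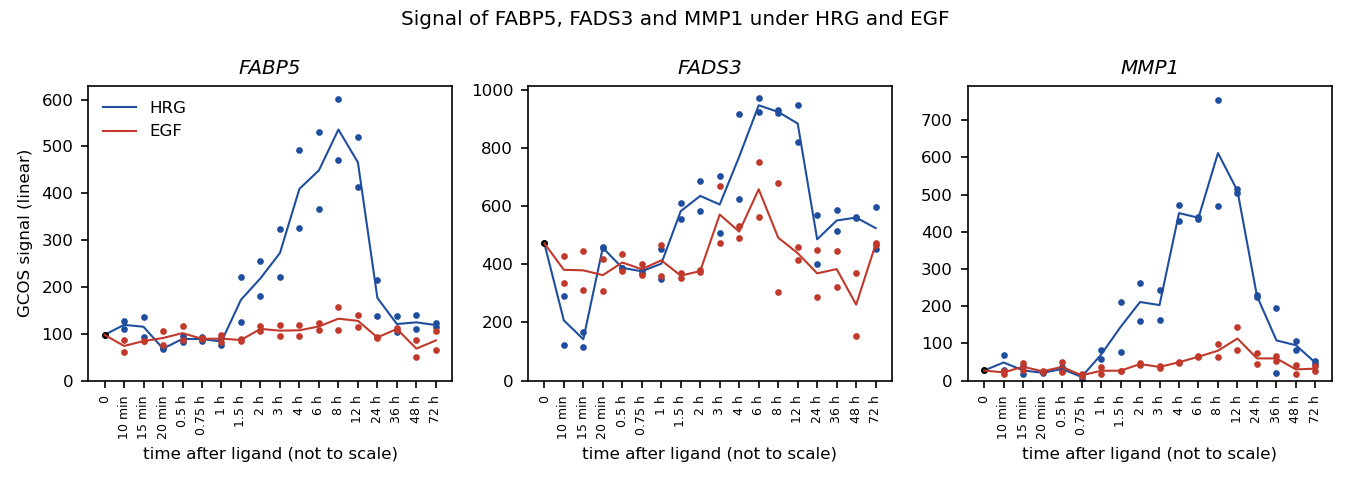
Signal of FABP5, FADS3 and MMP1 after HRG and EGF, with points for arrays and lines for means of 2 arrays. The highest means under HRG were 536, 948 and 612 and under EGF 132, 659 and 113.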

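From 6 to 12 h genes for glycolysis, ribosomes and the actin cytoskeleton were higher under HRG than under EGF, and genes of mitosis were lower. Of 32 genes of G2/M and mitosis 28 were lower under HRG than under EGF (29 adjusted over the list alone, limma camera adjusted p = 3.75e-10). CDC25C, the phosphatase that starts mitosis, had 141 under HRG and 302 under EGF (log2 -0.88, SE 0.11, limma adjusted p = 1.11e-07), TOP2A, which untangles chromosomes, 833 and 1370, and the spindle genes NUSAP1 754 and 1266 and HMMR 604 and 1004. Genes of G1/S and DNA replication were lower in 13 of 28 (15 lower and 1 higher adjusted over the list alone, camera adjusted p = 0.0127, adjusted p = 0.43 with an estimated correlation), led by TYMS and FEN1. Genes of glycolysis and hypoxia were higher in 12 of 21 (12 adjusted over the list alone, camera adjusted p = 1.9e-06), with the phosphofructokinase PFKP at 4818 and 2886, followed by ENO2, BNIP3 and VEGFA. Genes of ribosome biogenesis were higher in 11 and lower in 1 of 23 (13 and 1 adjusted over the list alone, camera adjusted p = 6.42e-06), with CCDC86 and UTP20 highest and POLR1D lower. Of 21 genes of the unfolded protein and amino acid response 12 were higher and 3 lower (12 and 3 adjusted over the list alone, camera adjusted p = 0.000318, adjusted p = 0.051 with an estimated correlation). CHAC1, which breaks down glutathione, had 255 under HRG and 35.5 under EGF (log2 1.79, SE 0.16, adjusted p = 6.46e-11), and the transporters SLC7A11 and SLC7A5 and the synthetase ASNS were higher, while DNAJB9, ATF6 and HERPUD1 were lower. SRF targets of the actin cytoskeleton stayed higher in 9 and lower in 2 of 17 (10 and 2 adjusted over the list alone, camera adjusted p = 0.000454), with ACTA2 and LIMA1 lower. The calls for G2/M, glycolysis, ribosome biogenesis and SRF targets held with an estimated correlation (adjusted p = 0.0416, 0.00101, 0.00469 and 0.00201). Of 9 interferon-stimulated genes ISG20, IFIT1 and ISG15 were higher (3 adjusted over the list alone, camera adjusted p = 0.00823). Tubulins were higher in 6 and lower in 2, TUBD1 and TUBA1A, of 11 (6 and 2 adjusted over the list alone, camera adjusted p = 0.00823, adjusted p = 0.332 with an estimated correlation). On arrays with an actin ratio under 2 these last lists had adjusted p = 0.194 and 0.28. The keratinocyte genes SPRR1B and KRT10 were the higher members of 7 genes of epidermal differentiation (2 adjusted over the list alone, camera adjusted p = 0.0196, adjusted p = 0.172 with an estimated correlation). The actin ratios of this phase were 1.21 to 3.76 under EGF and 1.27 to 1.73 under HRG. From the genes that follow DIPA and FABP5 under HRG, the paper concludes that the cells turn to differentiation or transformation at this stage.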

**Figure 2:**
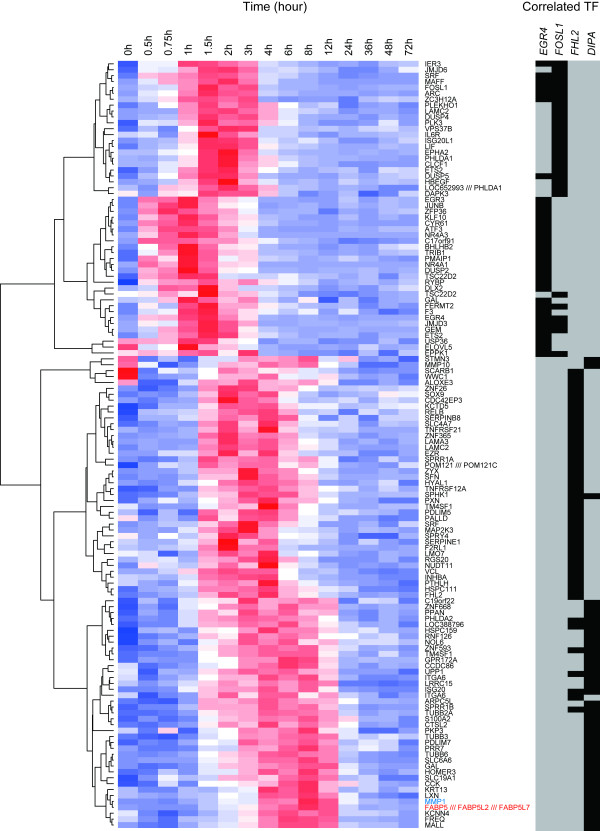
**Expression profiles of genes correlated to four transcription factors**. A hierarchical clustering was applied to the HRG-induced gene expression profiles of those genes correlated with the selected transcription factors (*EGR4*, *FOSL-1*, *FHL2 *and *DIPA*) and the results are shown as a heat map. If multiple probe sets with the same Gene ID were selected for the same transcription factor, a probe set which showed maximum *I *was selected in this analysis. Correlated transcription factors are highlighted in black in the right panel of the figure. Expression levels were normalized to yield mean and standard deviation values of 0 and 1, respectively, before applying the clustering algorithm. High and low expression levels are depicted in red and blue, respectively.

**Figure 3:**
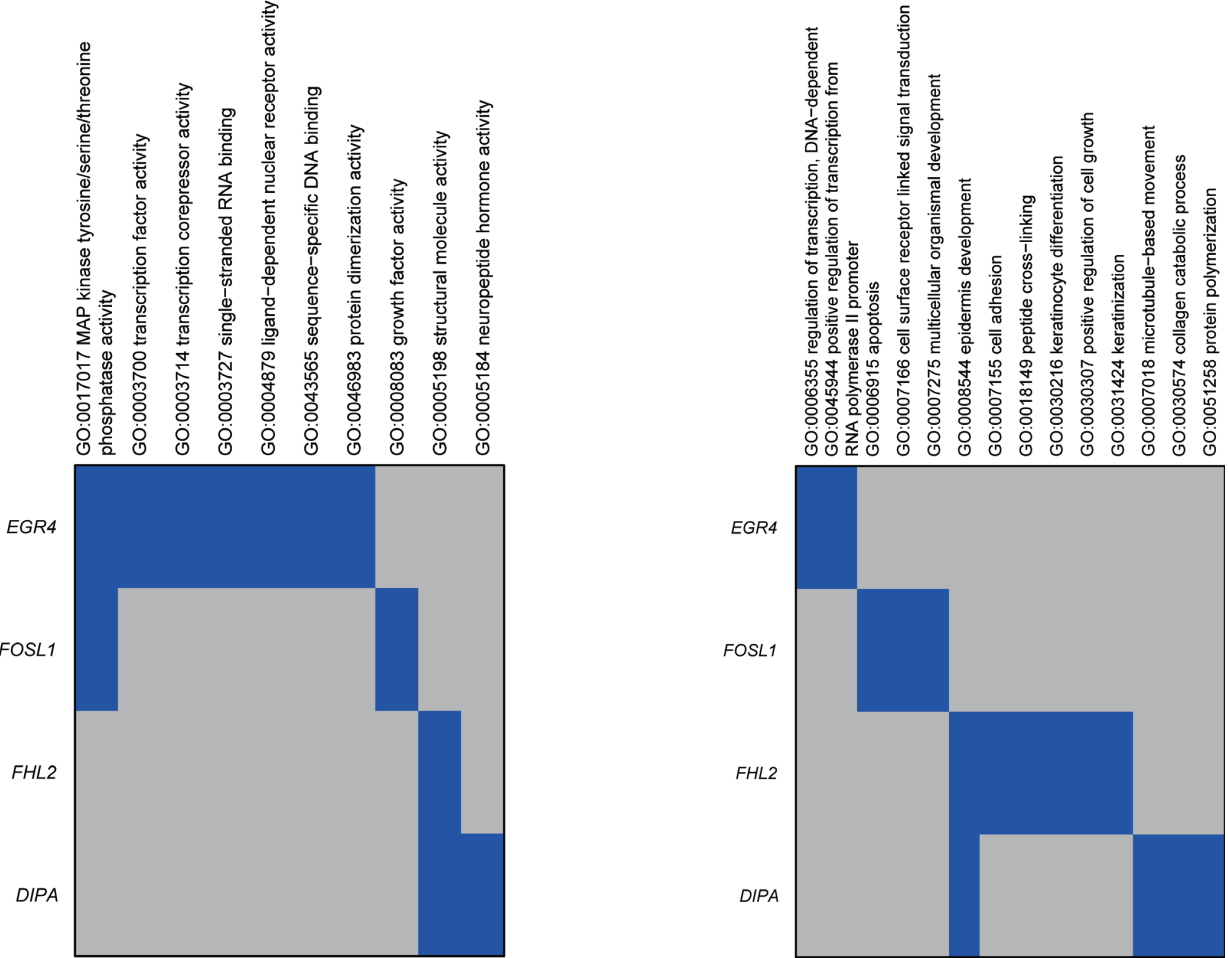
**Functions and pathways related to candidate transcription factors**. Enrichment analysis results utilizing molecular function (left panel) and biological process (right panel) terms for genes correlated with the four transcription factors (*EGR4*, *FOSL-1*, *FHL2 *and *DIPA*) and specifically induced by HRG are shown as a heat map. Enriched gene ontology terms are highlighted in blue.

Although DIPA contains a basic region-leucine zipper DNA binding and dimerization domain, which has similarities to FRA family members [47], DIPA has never been reported to interact with the AP-1 complex, EGR4 or FHL2. Moreover, several of our preliminary experiments failed to show an interaction of DIPA with any of the AP-1 proteins (data not shown). Therefore, we decided to focus on validating the mutual regulation of the other three transcription factors (EGR4, FRA-1 and FHL2) together with c-FOS.

### HRG induced time-dependent expression of c-FOS but not of EGR4

In an effort to confirm the effects of HRG on EGR4 protein expression, a time-course treatment of MCF-7 cells with either EGF or HRG was performed. EGR4 protein was expressed at much higher levels in EGF-treated cells compared with HRG-treated cells (Fig. 4A), indicating that protein expression is not coordinated with gene expression in the case of EGR4. Furthermore, immunoprecipitation studies revealed that EGR4 clearly failed to interact with c-FOS or any other AP-1 proteins (data not shown), while c-JUN showed a strong interaction with c-FOS (Fig. 4B). EGR4 is a zinc-finger protein which binds the specific sequence GCGTGGGCG and negatively regulates transcription derived from its own gene promoter [31]. Neither *c-FOS *nor *FOSL-1 *contain the EGR4-binding sequence within their promoter regions (data not shown), suggesting that EGR4 could not interact with AP-1. A previous study reported that EGR4 can negatively regulate transcription derived from its own gene promoter whereas EGR1 can function as an activator [31]. EGR1 plays a role that contrasts that of EGR4, and is regulated by both MAPK-dependent and -independent pathways in PC12D cells [48], suggesting that EGR4 could also play a role in transcriptional regulation triggered by other pathways such as those involving PI3K or estrogen receptor signaling which are also active in MCF-7 cells [25,49]. However, based on our data, we concluded that EGR4 might not participate in the transcriptional regulatory network pertaining to cellular differentiation induced by HRG in MCF-7 cells.

**Figure 4:**
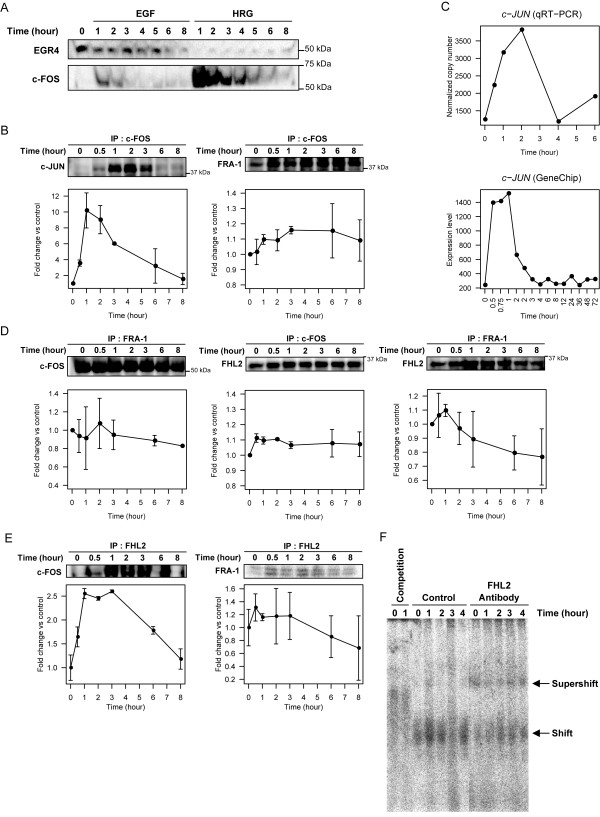
**HRG-induced expression of the candidate transcription factors**. (A) MCF-7 cells were treated with 10 nM HRG or EGF. Cell lysates were assayed for expression of EGR4 and c-FOS proteins using Western blot analysis. A representative figure of two independent experiments is shown. (B-D) HRG-induced expression of mRNA and protein associated with the AP-1 protein. HRG-treated cell lysates were immunoprecipitated using c-FOS antibody and subjected to Western blot analysis. Blots were then probed using an antibody against c-JUN or FRA-1. A representative figure of two independent experiments is shown. Mean values of quantified bands are shown with bars ± range (B). HRG-induced mRNA expression of *c-JUN *obtained by qRT-PCR (upper) and GeneChip (lower graph) analyses (C). HRG-treated MCF-7 cell lysates were immunoprecipitated using c-FOS, FRA-1 (D) or FHL2 (E) antibody. Immuno-complexes were detected using an antibody against c-FOS, FRA-1 or FHL2. The data are representative of two independent experiments. Mean values of quantified bands are shown with bars ± range. (F) EMSA analysis of FHL2 DNA-binding ability. ^32^P-labeled -318 TRE oligonucleotide probe, the sequence of which is present within the *FOSL-1 *promoter region, was incubated with HRG-treated cellular nuclear extract. For the competition assay, nuclear extracts were incubated with a 50-fold molar excess of unlabeled probe prior to use in the EMSA experiment. The -318 TRE sequence incubated with nuclear extract was observed in the control lanes and 'shift' bands indicate protein-nucleic acid complex formation. Supershift experiments of the complexes formed with the consensus -318 TRE sequence using FHL2 antibody.

### FRA-1 and FHL2 are associated with the c-FOS AP-1 complex

AP-1 proteins represent a group of IEG products that play important roles in triggering and regulating late transcription. IEG products which possess a DEF domain can act as sensors for ERK signaling [13,15,50]. Among our candidate transcription factors, FRA-1 and c-FOS possess DEF domains. In an effort to assay for AP-1 activity, a co-immunoprecipitation assay was performed (Fig 4B and 4D). The c-FOS and c-JUN gene expression profiles show good agreement with each other (Figs 1 and 4C), and c-JUN interacted with c-FOS immediately following HRG stimulation and then began to dissociate at 2 hr (Fig. 4B). On the other hand, the association between FRA-1 and c-FOS began to increase, and this interaction was maintained for several hours (Fig. 4D). 

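c-FOS and c-JUN (JUN), which pair to form AP-1, both rose at once and then fell. JUN went from 623 in the control to 3638 ± 97.7 (SD, n = 2) at 0.5 h of HRG and to 2610 ± 403 (n = 2) at 0.75 h of EGF. It was higher under HRG in the early phase by 0.83 (SE 0.10, limma adjusted p = 3.77e-08) and in the mid phase by 0.33 (SE 0.11, adjusted p = 0.0195). The latter did not hold in every probe set. Over 15 HRG means the Pearson r of c-FOS and JUN was 0.92 (permutation p = 0.00024, adjusted p = 4e-04) and rho 0.62 (permutation p = 0.017, adjusted p = 0.022), and without the means of 0.5 and 0.75 h r was 0.92. Under EGF r was 0.93 (permutation p = 0.00025, adjusted p = 4e-04) and rho 0.70 (permutation p = 0.0041, adjusted p = 0.0065), and without the same times r was 0.68 (adjusted p = 0.036). A dimmer probe set of JUN, read after the data had been seen, rose from 242 to 1526 at 1 h of HRG and to 827 at 0.75 h of EGF. In the mid phase its log2 difference was -0.10 (limma adjusted p = 0.625). From 2 h of HRG on the brightest probe set of JUN had 908 as its lowest mean, above the control, while the dimmer one came down to 239.75 and another one to 193.3, below its control of 281.6. c-FOS was below its control level at 12 h, with 107.

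**Figure D4:**
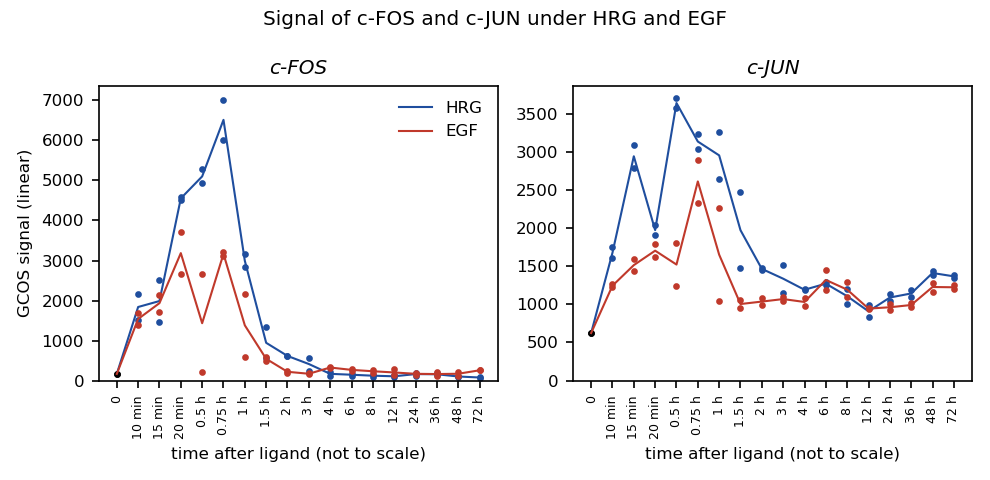
Signal of c-FOS and JUN after HRG and EGF, with points for arrays and lines for means of 2 arrays. Pearson r of the courses was 0.92 under HRG and 0.93 under EGF over 15 means.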

Since c-FOS AP-1 family proteins cannot exist as homodimers after the dissociation of c-JUN at 2 hr, the results from Figs. 4B and 4D also indicate that FRA-1 co-immunoprecipitated with c-FOS (or *vice versa*) might associate with other binding partners, such as JUN AP-1 family proteins or FHL2. In Fig. 4D and 4E, FHL2 and c-FOS, and FRA-1 and FHL2 also showed a similar time-course in terms of complex formation. On the other hand, neither c-FOS nor FRA-1 could co-immunoprecipitate with JUNB and JUND (data not shown). Thus, results of the immunoprecipitation study suggested that c-FOS, FRA-1 and FHL2 might regulate the same transcriptional complex following regulation of the complex by c-JUN.

The upstream TPA response element (TRE) (-318) in the promoter region of *FOSL-1 *is important for inducing the *FOSL-1 *gene. TRE is a binding site for c-JUN and JUND [29,51] and is also targeted by c-FOS and FOSB [52], although *FOSL-1*transcription is also co-regulated by the binding of SRF, Elk1, ATF1 and CREB to the -276/-237 region for enhanced induction of *FOSL-1 *[51]. In an effort to determine whether FHL2 can bind to *FOSL-1 *DNA, EMSA using TRE oligonucleotides was performed (Fig. 4F). The mobility of the labeled -318 TRE probe shifted in the presence of nuclear extract (control) and was dependent on HRG stimulation. The addition of anti-FHL2 antibody to the binding reaction resulted in supershifts, suggesting that FHL2 could directly or indirectly bind to TRE (-318) on the *FOSL-1 *promoter and perhaps regulate the expression together with other AP-1 proteins.

### RNA interference of c-FOS suppressed FRA-1 and FHL2 gene and protein expression

If c-FOS regulates *FRA-1 *and *FHL2 *expression following HRG stimulation, the suppression of c-FOS could induce critical changes in late transcriptional control. When *c-FOS *gene expression was effectively suppressed using RNAi, *FOSL-1 *and *FHL2 *gene expression was also reduced in the presence of HRG (Fig. 5A). *c-FOS *knockdown also led to the suppression of FRA-1 protein expression (Fig. 5B), although FHL2 protein expression was not significantly reduced under the same conditions (data not shown). This indicates that both FRA-1 and FHL2 possibly act downstream to c-FOS. On the other hand, *FOSL1 *gene knockdown using RNAi induced an increase in *FHL2 *gene expression (Fig. 6).

**Figure 5:**
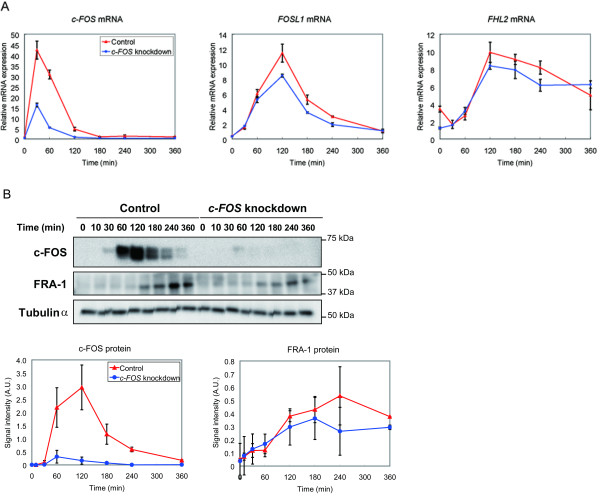
**Effect of *c-FOS *siRNA on *FRA-1 *and *FHL2 *expression**. (A) MCF-7 cells were treated with 10 nM HRG and mRNA expression was analyzed using qRT-PCR. Numbers on the *y*-axis represent the relative mRNA level; bars ± SEM. Data points were obtained from three replicas. *GAPDH *was used as a standard. (B) Western blot analysis. Each graph shows the densitometric analysis of blots obtained from two independent experiments. Protein signal intensity was determined by normalizing each value with tubulin-α protein. Bars ± range. Red lines, control cells; blue lines, *c-FOS *knockdown.

**Figure 6:**
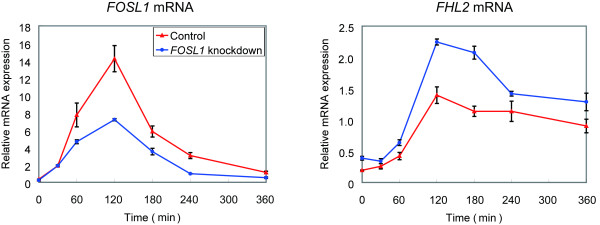
**Effect of *FOSL-1 *knockdown on *FHL2 *induction**. *FOSL-1 *and *FHL2 *expression levels following HRG (10 nM) treatment in MCF-7 cells interfered with *FOSL-1 *knockdown as determined by qRT-PCR analysis. Red lines, control cells; blue lines, *FOSL-1 *knockdown. Bars ± SEM.

*FHL2 *knockdown caused an increase in *c-FOS *mRNA expression (Fig. 7A). This result is consistent with a previous report suggesting that FHL2 is a negative regulator of ERK [42], therefore ERK-regulated c-FOS expression is similarly negatively regulated by FHL2. Indeed, reduced gene expression of *FHL2 *resulted in the up-regulation of phospho-ERK (Fig. 7B). On the other hand, *FOSL-1 *gene knockdown resulted in a slight increase in ERK phosphorylation with little effect, which seems to be inconsistent with the result shown in Fig. 6. These results may suggest independent negative ERK regulation by *FOSL-1 *and *FHL2*, but not only by *FOSL-1*. In fact, the phosphorylation of ERK peaked within 10 min, was sustained for 1-2 hr, and then gradually decreased with the increase in *FHL2 *mRNA (Fig. 1B-C) and protein expression (Fig. 7C). These results indicated that both FRA-1 and FHL2 may negatively regulate the upstream signaling.

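FHL2 mRNA was low in resting cells and rose over the first hours of HRG. The mean signal of FHL2 was 6.20 in the control, 35.4 ± 0.495 (SD, n = 2) at 0.5 h, 111 ± 20.9 at 1 h and 290 ± 37.4 at 1.5 h. It stood at 369 ± 123 at 3 h, peaked at 4 h, went down to 280 ± 29.8 at 6 h and 130 ± 20.4 at 12 h, and reached 28.0 ± 11.5 at 72 h. HRG exceeded EGF by 1.32 at 1.5 h (SE 0.33, limma adjusted p = 0.00604), by 1.81 at 2 h (SE 0.33, adjusted p = 0.000145) and by 1.38 at 8 h (SE 0.33, adjusted p = 0.00344). At 12 h the difference was 0.85 (SE 0.33, adjusted p = 0.096). Over whole phases the log2 difference of FHL2 was 1.68 in the mid phase (SE 0.19, adjusted p = 3.07e-09) and 1.18 in the late phase (SE 0.19, adjusted p = 5.09e-06). DUSP5, a nuclear phosphatase that is specific for ERK, had a mean of 1462 under HRG and 490 under EGF in the mid phase (log2 1.35, SE 0.15, adjusted p = 3.21e-09). DUSP4, which acts on ERK and JNK, had 1636 and 967 (log2 0.74, SE 0.18, adjusted p = 0.00106).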

**Figure 7:**
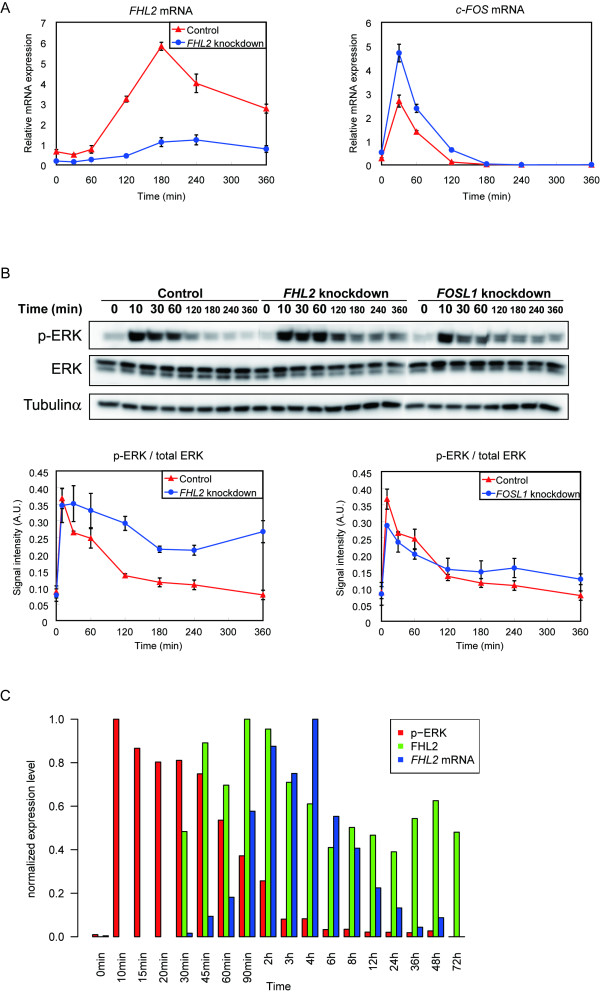
**Relationship among FHL2 and ERK activity**. (A) MCF-7 cells were transfected with *FHL2 *siRNA. *FHL2 *and *c-FOS *mRNA expression levels following 10 nM HRG treatment were analyzed by qRT-PCR. Bars ± SEM. (B) ERK phosphorylation and total protein levels were investigated by Western blot analysis. Phosphorylated protein expression levels were determined by normalizing each value with total protein. Mean and range values are indicated in the graphs. Two independent studies were performed for each experiment. Red lines, control cells; blue lines, *FOSL-1*/*FHL2 *knockdown. (C) Time-course appearance pf ERK phosphorylation and FHL2 protein and *FHL2 *mRNA expression. HRG-treated MCF-7 cells were lysed with Bio-Plex assay reagent. Normalized ERK phosphorylation is indicated by the red bars and FHL2 protein level determined by immunoblotting and *FHL2 *mRNA level as determined from the GeneChip data (from Fig. 1C) is indicated by the green and blue bars, respectively.

## Discussion

In MCF-7 breast cancer cells, HRG can elicit differentiation while treatment of cells with EGF leads to cell proliferation, processes which possess different intensities of signaling and gene regulation that work in a coordinated manner. Sustained activation of ERK by HRG resulted in stabilization of signaling mediators and changes in the supply of transcription factor proteins possessing an ERK sensing domain, thus leading cells along a path of irreversible differentiation [25]. Indeed, we identified a time-dependent interaction of several transcription factors whose expression levels were significantly elevated by HRG exposure, but not by EGF, during the course of a 72-hour time-course treatment of MCF-7 cells (Fig. 1). These transcription factors (Table 1) were expressed in a time-dependent manner, suggesting that they might regulate each other.

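HRG and EGF differed in the expression of many probe sets, and over the mid, late and extended phases of more than over the early phase. In the early phase FOSB, EGR4, NR4A3, CCN2 and ATF3 rose most over EGF, and CCNG2, a cyclin of resting cells, was the lowest (log2 -0.79, SE 0.26, limma adjusted p = 0.0433). In the mid phase the nuclear receptor NR4A1, FOSL1, the feedback regulator PHLDA1, EGR4 and the activin subunit INHBA led, from 2.17 to 2.04 on the log2 scale, while the zinc-finger gene ZNF652 was the lowest (log2 -2.30, SE 0.15, adjusted p = 2.32e-15). In the late phase MMP1 stood among the 5 highest, with PRRC2C, ATXN7L3B, NFAT5 and DHX9, and the transcription repressor HBP1 was the lowest (log2 -1.67, SE 0.12, adjusted p = 2.13e-13), ahead of TNFSF10, a ligand that kills tumour cells. In the extended phase NFAT5, which answers osmotic stress, led with 1543 under HRG and 293.5 under EGF, and OLFML3, CAV1 and SELENOP were the lowest. PRRC2C, also among the highest there, changed sign when all its probe sets were averaged. Of 9805 probe sets 1047 differed in the early phase (623 higher and 424 lower under HRG), 3960 in the mid phase (1732 and 2228), 3283 in the late phase (1417 and 1866) and 4096 in the extended phase (1877 and 2219). At single times the counts of the early, late and extended phases overlapped. They ran from 169 to 986 in the early, 868 to 1254 in the late and 487 to 1964 in the extended phase. In the mid phase they ran from 1197 to 1807. After centring each array on its median the mid phase had 2008 probe sets higher and 1982 lower. The early, extended and immediate counts depend on the fit or the arrays. The early count was 2078 (954 higher and 1124 lower) with array weights, 1746 (847 and 899) with only the arrays of the phase, 431 (325 and 106) on arrays with an actin ratio under 2, and 695, 691 and 685 without EGF 0.5 h replicate 2, EGF 1 h replicate 2 or HRG 1 h replicate 1. The extended count was 2680, 2459 and 2226 under the same first 3 settings, with EGF arrays of 24 to 48 h at actin ratios of 2.32 to 5.59. At 10 to 20 min, times outside the article, 4680 differed (2055 and 2625), among them EGR4 and FOSB as the highest. The higher ones made up 43.9% of these, against 60.3% after centring each array on its median. The count was 1997 (854 and 1143) with the actin ratio as a covariate and 829 (548 and 281) without the HRG arrays of 10 and 15 min. Expression changed with time in 8913 probe sets under HRG and 4185 under EGF (9085 and 7988 with array weights). The course differed between the ligands in 7708. The HRG count and the count of courses take in the HRG arrays of 10 and 15 min, with actin ratios of 5.95 to 76.6. Part of the gap between HRG and EGF may lie with these arrays. Against the single control array, the peak of EGF was higher by 2.46 for EGR4 (limma adjusted p = 0.000487) and 1.64 for FHL2 (adjusted p = 0.0034). For FOSL1 the difference was 0.97 (adjusted p = 0.0626) and for DIPA 0.17 (adjusted p = 0.653). The peak of HRG was higher by 5.36, 3.23, 3.11 and 0.72 for EGR4, FHL2, FOSL1 and DIPA. From their expression in time the paper proposes that the factors might regulate each other.

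**Figure D5:**
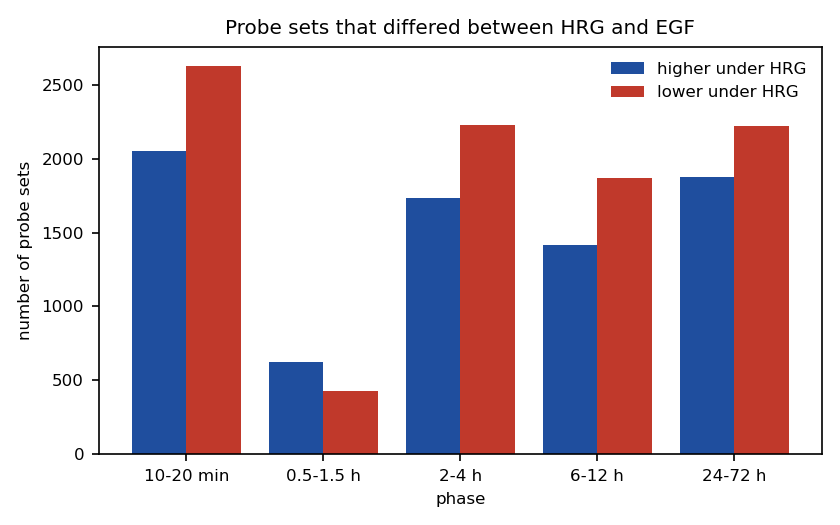
Number of probe sets higher and lower under HRG than under EGF (limma adjusted p under 0.05) by phase, 4680 in the immediate, 1047 in the early, 3960 in the mid, 3283 in the late and 4096 in the extended phase. The HRG arrays of 10 and 15 min had actin 3'/5' ratios of 5.95 to 76.6.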

AP-1 consists of dimers of proteins encoded by *FOS *and *JUN *gene families, which have been widely implicated in differentiation, cell proliferation and transformation [53]. The FOS proteins (c-FOS, FOSB, FRA-1 and FRA-2) form heterodimers with the JUN protein families (c-JUN, JUNB and JUND) and regulate gene expression from TRE and TRE-like elements present within various promoters [29,38,54]. Our immunoprecipitation assay showed that the AP-1 complex in HRG-treated MCF-7 cells contained c-JUN, c-FOS and FRA-1, although the association of c-JUN in the complex is transient (1-3 hrs after HRG stimulation), while that of c-FOS and FRA-1 are sustained for up to 24 hr (our unpublished data). On the other hand, we demonstrated that FHL2 could associate with AP-1 proteins such as c-FOS and FRA-1. Taken together with those results, late transcriptional regulation in MCF-7 cells is mediated by a regulatory complex containing c-FOS, FRA-1 and FHL2. One possible scenario is that after c-JUN dissociates from the AP-1 complex, FHL2 could be a binding partner of c-FOS and/or FRA-1. In PC12 cells, nerve growth factor (NGF) induces sustained c-JUN and c-FOS activity in events leading to neural differentiation [39,55]. In MCF-7 cells, the gene expression profiles of *c-FOS *and *c-JUN *(Figs. 1 and 4C) induced by HRG were similar. Both expression patterns were transient for the first 1.5 hrs, and c-JUN seemed to dissociate from the complex within 3 hrs, even though c-FOS and FRA-1 remained within the complex for a longer period. 

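Within the AP-1 family, HRG induced c-FOS, c-JUN, FOSB and JUNB and raised FOSL2 less. FOSL1, the gene of FRA-1, peaked after c-FOS and c-JUN. FOSB, which like c-FOS pairs with JUN proteins, peaked at 1 h of HRG at 1839 ± 207 (SD, n = 2) and reached 104 ± 26.4 (n = 2) under EGF (log2 difference at 1 h 3.62, SE 0.34, limma adjusted p = 8.9e-10). JUNB, a weaker activator than c-JUN, peaked at 1 h of HRG at 3670 ± 95.2, was higher under HRG in the early phase by 0.75 (SE 0.15, adjusted p = 0.000675) and at 2 h by 1.28 (SE 0.30, adjusted p = 0.00338). FOSL2, the gene of FRA-2, peaked at 366 ± 104 at 2 h of HRG, when it had 123 under EGF (log2 1.24, SE 0.28, limma adjusted p = 0.00231). FOSL2 had 204.8 in the control, and its highest mean under EGF, 356.85 at 48 h, came close to the HRG peak. JUND, the JUN member of resting cells, was high throughout, with 9299 in the control. Its ligand difference was 0.20 in the early phase (SE 0.08, adjusted p = 0.0992) and 0.31 in the mid phase (SE 0.09, adjusted p = 0.0055). The difference of 0.48 in the immediate phase (SE 0.09, adjusted p = 2.83e-05) came from 10 and 15 min (0.77 and 0.85), on the HRG arrays with the highest actin ratios. At 20 min it was -0.17 (adjusted p = 0.6). FOSL1 was higher under HRG in the early phase by 1.50 (SE 0.15, adjusted p = 5.9e-10) and in the mid phase, at 597 against 83.3, by 2.07 (SE 0.17, adjusted p = 1.7e-12). It lasted longer than c-FOS, whose difference in the mid phase was 0.49 (SE 0.30, adjusted p = 0.2). At 4 h FOSL1 still had 180 under HRG and 38.9 under EGF (log2 1.35, SE 0.30, adjusted p = 0.00136), and in the late phase the difference was 0.50 (SE 0.17, adjusted p = 0.0204).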

*FRA-1 *gene expression was followed by the expression of two other AP-1 genes, *c-FOS *and *c-JUN *(Fig. 1), and FRA-1 protein induction was also prolonged for up to 6 hr following HRG stimulation (Fig. 5B). Thus, unlike NGF-induced signaling in PC12 cells, HRG treatment of MCF-7 cells evokes sustained formation of the AP-1 complex through FRA-1, but not c-JUN. Taken together, it seems that c-FOS and FRA-1, but not c-JUN, play an important role in MCF-7 cells in terms of late transcriptional processes and the progression of cell differentiation. Indeed, several pathological studies in breast cancer and neoplastic breast diseases have described FRA-1 as a useful marker in breast carcinogenesis, and its overexpression results in malignancy [56-59].

Moron *et al. *suggested that FHL2 may act as a coactivator of the c-FOS and c-JUN complex by stimulating AP-1-dependent transcription [41]. In fact, FHL2 was able to associate with the c-FOS and FRA-1 (Fig. 4D and 4E). The EMSA supershift experiment (Fig. 4F) also supported the view that FHL2 can bind to the -318 TRE sequence present within the *FOSL-1 *promoter region [51]. The -318 TRE region is important as a c-FOS responsive element for inducing enhanced expression of *FOSL-1 *[29,58] and serves as the binding site of AP-1 proteins such as c-JUN and JUND [59]. The result indicates that FHL2 may regulate the transcription of *FOSL-1 *through this region together with other AP-1 components. However, further investigations are required to delineate the interaction mechanism and regulation system involving FHL2 and AP-1 proteins. Furthermore, there appear to be conflicting reports concerning the role played by FHL2, where it has been suggested that FHL2 can serve as a repressor of MEK1-ERK1/2 signaling [60,61] or as an enhancer of the *c-FOS *promoter, whose gene is immediately expressed by activation of ERK1/2 [62,63]. In this study, we demonstrated using RNAi that *FHL2 *knockdown induced clear elevation of *c-FOS *gene expression and ERK activation. The gradual reduction in phospho-ERK levels was followed by an increase in *FHL2 *expression (Fig. 7C). These results suggested that FHL2 might inhibit both ERK activity and ERK-dependent transcription. On the other hand, *FOSL1 *knockdown induced elevated expression of *FHL2 *(Fig. 6), which suggests that FHL2 is not a downstream target of *FOSL1 *and negatively regulates ERK signaling independently from *c-FOS*-*FOSL1 *regulation, even though *FHL2 *induction seemed to be influenced by *c-FOS*.

Our analysis indicated that a time-dependent transcriptional regulatory network is vital in controlling the upstream ERK signaling pathway through a negative feedback loop pertaining to MCF-7 cell differentiation. However, there is a possibility that multiple signaling pathways such as those involving PI3K and the estrogen receptor could regulate transcription in and the differentiation of MCF-7 cells [64-66], and other signal-inducible factors could affect and interfere with the transcription factors we have not identified. Nevertheless, it is noteworthy that the transcription factors identified in the current analysis showed sequential time-dependent expression and mutual regulation, and that these functions are regulated by upstream ERK signals. However, later transcription inhibits the original upstream signal by negative feedback once the signal becomes unnecessary. In general, negative feedback functions to stabilize biological systems and several earlier studies have indicated the presence of negative feedback in cellular differentiation processes [67]. Our study has indicated that ligand-stimulated signaling activity is not only suppressed within intracellular signaling as demonstrated by EGF-induced Cbl down-regulation [68] or negative feedback within the MAPK cascade in PC12 cells [69], but is also regulated through *de novo *transcription.

## Conclusion

Fig. 8 depicts the suggested late-transcriptional regulatory network involved in the differentiation of MCF-7 cells. In early transcription, sustained ERK activation induces IEG expression including c-FOS. This DEF-domain containing protein, c-FOS, can be stabilized by the upstream ERK signal. This expression is followed by expression of another AP-1 family member, FRA-1, which then triggers FHL2 expression. FRA-1 protein requires stabilization by ERK to function [70], and therefore ERK activity is required until such time as FRA-1 and c-FOS proteins are stabilized. The sequential appearance of FHL2 can then switch off unnecessary ERK activity, which results in complete signal cut-off. The differentiation process in MCF-7 cells could therefore be regulated by negative feedback control from the transcriptional network.

**Figure 8:**
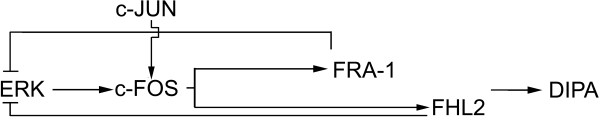
**Proposed scheme of timed transcriptional regulation for the HRG-induced differentiation model in MCF-7 cells**. Solid arrows and lines indicate the validated process in current issue and gray arrows are hypothetical process from the gene expression data in Fig. 1.

## Authors' contributions

YS, KI and NY carried out qRT-PCR, immunoassays and microarray experiments for acquisition of data. TE and TN performed analysis and interpretation of gene expression data. TT, HS, YH, MO and YS obtained funding, conceived, designed and supervised the study. YS, TN, and MO drafted the manuscript. All authors read and approved the final manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

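The data are Affymetrix U133A 2.0 arrays of MCF-7 cells after EGF or HRG. According to the paper the cells were starved for 16 to 24 h (the labels give 16 to 18 h) and given 10 nM of ligand, a dose the labels do not state. The intensity values are linear signals, 1 per probe set, which the authors computed from the scanned images in GeneChip Operating Software (GCOS, no version given) and scaled to a target of 500 before they were deposited. The trimmed mean of every array lay between 500 and 500.2 and its median between 94.0 and 135.7. No detection calls are in the table, so how far a signal lies above background could not be read, and probe sets of low signal were left out by a minimum instead.

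All 69 arrays were used. Of the 22277 probe sets, 22215 are not controls of the chip, 1043 of these carry several gene symbols and 2108 none, and no gene was named from either kind. Symbols were brought up to date through a gene table for 19052 of the 19064 probe sets of 1 symbol, which stand for 11963 genes. Probe sets with a highest group mean of at least 300, the minimum of the paper, were tested, which left 9805 probe sets and 6122 genes. In R 4.3.3 with data.table 1.17.8, limma 3.58.1 was run on log2(signal + 50) with lmFit and eBayes with a trend, and p values were adjusted over all probe sets tested. Each ligand and time has 2 arrays, too few for an exact test of single comparisons, so all groups share 1 estimate of the spread and the control array is assumed to vary like the rest. Time dependence and differences in course were read from moderated F statistics of the same model. Gene lists were tested with camera in limma at a preset correlation of 0.01 and again with an estimated one. All tests are two-sided, apart from the overlaps of gene sets, which ask for more genes than expected.

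The 30 lists came from general knowledge of the genes, apart from the list of genes the paper names, which the study chose in part on these samples. Of the lists 28, with enough probe sets, were tested in each of 5 phases (140 tests). The list of the paper's genes was among them and shared the adjustment. The genes named are those the paper names for its arrays, the other FOS, JUN and EGR members, at most 4 members per direction of a list that are past the threshold and any that go against it, and at most 5 leading genes per phase and direction that have the same sign at every time, read from the probe set that led. HBEGF, LIF and other members of the sets correlated with a factor come from these lists as well. The annotation gives EGR2 no probe set of 1 symbol. Correlations of expression courses used 15 means, Pearson r and Spearman rho, 1e+05 permutations and adjustment over 8 correlations. Correlated probe sets followed the description in the paper, where the formula of I is not readable as text, so that I was defined here.

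Phases, lists, named genes, tests and most alternatives were fixed before the data were examined. Added afterwards were the actin ratio as a covariate, the subsets of arrays by actin ratio, replicate correlation or time, the dimmer probe sets of EGR4 and JUN, the 20 min baseline of the similarity of the responses and the overlaps of lists with correlated sets. The alternatives set in advance were other pseudocounts, a minimum of 1000, a log2 difference of at least 1, quantile normalization, median centring, array weights, a fit to the arrays of 1 phase, the mean of all probe sets of a gene, replicates as a block, other baselines, leaving out single arrays and other forms of I.

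The methods were tested on simulated data built with the same groups. Noise was drawn independently for each probe set and array, so variation shared by many probe sets was not simulated. The share of false calls in the real data may therefore differ. Of 100 probe sets changed 1.5-fold in the early phase 91% were found with the right direction, and of 100 changed 2-fold 99%, while 5.47% of the calls were probe sets that had not been changed. The search for correlated probe sets found 25 of 25 built into 5000. These all followed 1 profile on a flat background, which is an easy case. Correlations between the 2 arrays of a group ranged from 0.902 to 0.995 with a median of 0.983. The lowest were EGF at 48 h (0.902) and 8 h (0.943), HRG at 10 min (0.954) and 36 h (0.959) and EGF at 0.5 h (0.965). No array was left out or relabelled, since an outlier cannot be told in a group of 2. The first principal component held 32.8% of the variance and had a Spearman correlation of -0.82 with the actin ratio across the arrays. The blots, gel shift, interference and RT-PCR data of the paper were not in the table, and its GO analysis could not be run without its annotation.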

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

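Of the tests below, the one for a response to HRG within 15 min and the comparisons with the actin ratio as a covariate were chosen after the result had been seen, as was the comparison of directions at 72 h.

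The difference between the ligands changed from the early to the late phase in 2148 probe sets (925 up and 1223 down), by a test of the change itself in limma. When the ligands of the arrays were exchanged at random within times, 1 of 100 arrangements, the real one, gave a count as large, and the highest other count was 1220. The same held for the early (1 of 100, highest other 993), mid (1 of 100, 2026), late (1 of 100, 1714) and extended phases (1 of 100, 3611).

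At 10 to 20 min, times the paper does not list, 4680 probe sets differed between the ligands, more than in any later phase. Here 3 of 100 arrangements gave a count as large, with 5169 as the highest other.

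Across probe sets the differences at 10 and 15 min followed the difference between the EGF arrays of 8 h, which share a label and differ in actin ratio (r = 0.481), as lower RNA integrity in the HRG arrays would have it. This pair may differ in more than RNA integrity, since replicate 1 of it was nearest to an EGF array of 0.5 h (r = 0.989) and had r = 0.943 with its own replicate. The differences at 10 and 15 min did not follow the difference between the EGF arrays of 1 h (r = 0.0356). Of 5636 probe sets called at 10 and 15 min, 1.97% were called in the same direction at 20 min (111, against 272 in the opposite direction). With 679 probe sets called at 20 min in all, this share was bound to be low whatever the source, so it decides nothing by itself. At 20 min the actin ratios were 2.15 to 3.04 under EGF and 1.53 to 1.65 under HRG, the reverse of 10 and 15 min. The differences at 20 min ran against that between the EGF arrays of 8 h (r = -0.5115). The opposite directions may thus follow RNA integrity as well, and cannot tell whether a response to HRG lasts to 20 min. With the actin ratio as a covariate 1757 were called at 10 and 15 min, 1380 of them in both with the same direction, so a part is not explained by that ratio alone.

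Lists outside the genes the paper discusses showed a signal. In the late phase 28 genes of G2/M and mitosis were lower under HRG, and 12 genes of glycolysis and hypoxia and 11 of ribosome biogenesis were higher. In the extended phase 14 of 21 genes of the unfolded protein and amino acid response were higher under HRG (15 adjusted over the list alone, camera adjusted p = 1.23e-06, adjusted p = 0.00732 with an estimated correlation). CHAC1 had a mean of 752 under HRG and 270 under EGF (log2 1.32, SE 0.14, limma adjusted p = 1.88e-09), the amino acid transporter SLC7A5 4212 and 1665, and the stress factor DDIT3 1311 and 705.

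From 24 to 48 h the actin ratios were 2.32 to 5.59 under EGF and 1.28 to 2.64 under HRG, and 3927 probe sets differed. At 72 h, where the ratios overlap, 18% of them were called in the same direction, between the bounds of 10% and 30% set in advance, so this share decides nothing by itself. Of the called ones 708 had the same direction and 124 the opposite, which RNA integrity as the only source does not account for. The differences ran against that between the EGF arrays of 8 h (r = -0.65 at 24 to 48 h, 0.227 at 72 h), so a share of them may follow RNA integrity. With the covariate 2194 were called, 1756 of them in both with the same direction.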

How the results depend on the processing

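The actin covariate, the array subsets, the dimmer EGR4 probe set and the 20 min baseline were chosen after the results had been seen. The values reported per gene were also narrowed after many changes of sign had been seen, to the time of the highest mean for each ligand against the control and to the phases described for list members. Changes of sign were counted only where the comparison passed the threshold in at least 1 of the 2 versions. Of all 320 comparisons with the control, 44 so changed sign against the 10 min arrays (24 calls lost, 34 gained) and 45 with replicates as a block (24 and 36). Replicate numbers showed no pairing of the arrays at most times (within-time correlations from -0.326 to 0.388, median -0.0121), though r was over 0.1 at 5 of 17 times, among them 8 to 36 h. The block moved no count over 1.5 times.

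Counts of probe sets fell with a minimum of 1000, as fewer were tested: immediate 2789, early 666, mid 2006, late 1734, extended 2193, late against early 1226, time dependence 4747 under HRG and 2204 under EGF, course 4216. With a log2 difference of at least 1 they were 398, 63, 288, 157, 201 and 221, by construction. Of these 32 were higher and 366 lower in the immediate, 63 and 0 in the early and 108 and 180 in the mid phase. In the late (106 and 51) and extended phases (150 and 51) more were higher, unlike in the main counts. The cause was not tested for the following. Array weights gave 2078 early (954 higher, 1124 lower), 2680 extended and 7988 for time under EGF. Only the arrays of the phase gave 1746 early (847 and 899) and 2459 extended. The covariate gave 1997 immediate, and leaving out the HRG arrays of 10 and 15 min gave 829 (548 higher, 281 lower). The 42 arrays with an actin ratio under 2 gave 431 early and 2226 extended, and no immediate value. The higher share of immediate calls was 43.9%, 49.2% after quantile normalization and 60.3% after median centring. That of mid calls was 43.7%, 49.0% and 50.3% in the same order. Other counts stayed within 1.5 times.

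Leaving out single arrays gave 3619 to 5135 immediate, 685 to 1097 early, 3389 to 3739 mid, 2617 to 3558 late, 3172 to 4376 extended, 1759 to 2473 late against early, 8701 to 8956 for time under HRG, 3573 to 5886 under EGF and 7349 to 8508 for the course. The early count moved without EGF 0.5 h replicate 2 (695), EGF 1 h replicate 2 (691) and HRG 1 h replicate 1 (685).

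Gene lists past the threshold went from 36 (30 up, 6 down) to 18 with an estimated correlation, which is the stricter test, and stayed at 36 to 42 elsewhere. The G1/S list of the extended phase turned down on arrays with an actin ratio under 2 (camera adjusted p = 0.305). Changes of sign in genes, main value first, were DDX17 immediate -2.59 to 0.3177 and PRRC2C extended 2.27 to -0.07366 with all probe sets averaged, on arrays with a ratio under 2 in the extended phase PPL -0.2971 to 0.0162, CCNE2 0.3932 to -0.07087, MCM10 0.4264 to -0.3288 and SESN1 -0.2557 to 0.2554, and with the covariate FADS3 at 10 min to 0.07162 and 15 min to 0.4454 and SUPT4H1 at 15 min to 0.0703. Changes of sign where neither version passed are not among these. Of the other values of genes between the ligands, 380 kept their side of the threshold with pseudocount 10, 388 with 100 and 380 after quantile normalization. With probe sets averaged 369 did, with the covariate 359 and with ratios under 2 258, where 31 were weaker and 8 stronger.

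c-FOS under EGF was 41.94% of HRG from sums over 0.5 to 1.5 h and 45.95 to 51.66% in single replicates. Of the 4 steps from c-FOS over EGR4, FOSL1 and FHL2 to DIPA, 4 went to a later peak, and 3 did with the dimmer EGR4 probe set and in either replicate alone. FABP5 and FADS3 under EGF had r = 0.2488 after quantile normalization, 0.3582 for neighbouring differences, and 0.4988 and 0.5011 without replicate 1 and 2. Without either replicate r under HRG and EGF was 0.887 to 0.9369 and 0.8815 to 0.9276 for c-FOS and JUN, 0.8139 to 0.9278 and 0.1605 to 0.3049 for DIPA and FABP5, 0.8534 to 0.8627 (HRG) for FABP5 and FADS3, and 0.9371 to 0.9421 and 0.742 to 0.7593 for FABP5 and MMP1. The similarity of the responses, early minus late, went from 0.1253 to -0.1911 with the 20 min baseline.

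Probe sets correlated with EGR4, FOSL1, FHL2, DIPA and any of them were 3, 0, 0, 1 and 4 with I over 2.2, 5, 3, 2, 3 and 11 with the ratio of highest means over 2.2, and 17, 13, 9, 3 and 36 with the largest ratio at any time over 2.2. The ratio of highest means at its 95% point gave 57 for FHL2, the largest ratio 23 for FHL2 and 11 for DIPA, Spearman correlation 19 for EGR4 and 19 for FOSL1, and for DIPA log2 signals gave 14, the 10 to 20 min arrays 3 and replicate 2 alone 10. Single replicates gave 27 to 32, 26 to 30, 27 to 33, 10 to 28 and 98 to 104.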

Differences from the paper's values

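Counts and signals are taken up below where they were more than 1.5 times apart. Among smaller gaps, c-FOS under EGF was 48.59% of HRG here (replicate SD 4.04%) and about 60% in the paper. The paper gives its value for arrays and qRT-PCR together, while the value here is a ratio of highest means on the arrays. For EGR4, FOSL1 and FHL2, 34, 39 and 37 probe sets were found, against 38, 35 and 52. For any factor 119 were found against 146, and 91 genes against 126. The paper reports 44 probe sets correlated with DIPA, and 23 were found here. Of the alternatives set before the data were examined, no minimum signal gave 32 and falls within 1.5 times of the paper's count. Those that do not are I over 2.2 (1), the ratio of highest means (29, and 3 over 2.2), the largest ratio at any time (11, and 3 over 2.2), the 10 to 20 min arrays (3), log2 signals (14), Spearman correlation (19), quantile normalization (23), and the data without replicate 1 (10) or replicate 2 (28).

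The paper puts the 95% point of I at 2.2, and it was 0.47 here. The scale of the paper's I is not known, as its formula is not readable as text, so the 2 values may not be on 1 scale. None of the alternatives set in advance reaches it: the ratio of highest means gave 0.681, the largest ratio 1.465, no minimum signal 0.51, quantile normalization 0.484, and the data without replicate 1 or 2 0.527 and 0.466.

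For EGR4 the highest signal was about 860 in Fig. 1C of the paper, read by eye, and 2294 here. Quantile normalization (2331) and the mean of all probe sets (1572) differ too. The dimmer probe set of EGR4 gave 861 with its peak at 1.5 h, was chosen after seeing the values, and selects 38 correlated probe sets, the number of the paper. For JUN it was about 1500 in Fig. 4C, read by eye, and 3638 here. Of the alternatives set in advance the mean of all probe sets (1473) falls within the paper's value and quantile normalization (3810) does not, and a dimmer probe set, chosen after seeing the values, gave 1526.

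The paper states that EGR4, FOSL-1, FHL2 and DIPA changed with time only under HRG. Their change under EGF passed here as well (limma adjusted p = 1.91e-07, 0.000464, 0.0113 and 0.00113), while FABP5 did not (0.377). The paper states that EGF did not induce the factors. Against the control EGR4 rose by 2.46 (limma adjusted p = 0.000487) and FHL2 by 1.64 (adjusted p = 0.0034) on the log2 scale. FOSL1 (0.97, adjusted p = 0.0626) and DIPA (0.17, adjusted p = 0.653) did not pass. This control is a single array with an actin ratio of 4.63, where EGR4 had 7 and FHL2 6.20. The EGF peaks of EGR4 and FHL2, 264 and 126, lay below 300, the minimum set for the highest mean of a probe set. The paper states that FABP5 goes with FADS3 and MMP1 under HRG only. Under EGF r was 0.78 with MMP1 (permutation, adjusted p = 0.00048) and 0.57 with FADS3 (adjusted p = 0.032, 0.21 without 2 times), lower than the 0.98 and 0.96 under HRG. The changes of MMP1 and FADS3 with time did not pass under EGF over all times (limma adjusted p = 0.0544 and 0.0809). From 0.5 to 72 h of EGF alone FADS3 passed narrowly (limma adjusted p = 0.0493) and MMP1 did not (adjusted p = 0.0501).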

Other observations

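The tests on the EGF arrays of 0.5 h and the 20 min baseline were chosen after the results had been seen. From 24 to 72 h HRG raised genes of epidermal differentiation over EGF, 4 higher and 1 lower of 7 (4 and 1 adjusted over the list alone, camera adjusted p = 0.0127, adjusted p = 0.15 with an estimated correlation). The calcium-binding pair S100A8 and S100A9 had 467 and 338 under HRG and 82.6 and 52.7 under EGF (log2 1.49 and 1.48, SE 0.12 and 0.165, limma adjusted p = 4.06e-12 and 4.31e-09), and PPL, a protein of desmosomes, was lower. Of 11 p53 targets 6 were higher and SESN1 lower (6 and 1 adjusted over the list alone, camera adjusted p = 0.0121, adjusted p = 0.0416 with an estimated correlation), with GADD45A at 731 and 270. Genes of G1/S and DNA replication were higher in 10 and lower in 2 of 28, GINS1 and MCM3 (10 and 2 adjusted over the list alone, camera adjusted p = 0.0314, adjusted p = 0.468 with an estimated correlation), led by CDT1, with adjusted p = 0.127 with the actin covariate and 0.31 without the replicate pairs correlated below 0.97. On arrays with an actin ratio under 2 this list turned down (adjusted p = 0.305), and PPL and SESN1 changed sign. Immediate early transcription factors were higher in 10 and lower in 2, ID3 and KLF6, of 27 (11 and 2 adjusted over the list alone, camera adjusted p = 0.0229, adjusted p = 0.555 with an estimated correlation, 0.512 on arrays with an actin ratio under 2). Estrogen receptor targets were lower in 10 and higher in 3 of 24 (12 and 3 adjusted over the list alone, camera adjusted p = 0.082, and 0.01 on arrays with an actin ratio under 2), with SCUBE2 at 1954 and 3826.

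In the late phase the receptors of the ErbB family moved apart. EGFR, the receptor of EGF, had 597 under HRG and 375 under EGF (log2 0.66, SE 0.18, limma adjusted p = 0.00351), while ERBB3 (958 and 2002), ERBB4 (593 and 1090) and ERBB2 (595 and 918) were lower, with 1 higher and 3 lower of 4 (camera adjusted p = 0.0734). ESR1, the estrogen receptor, had 2782 and 4021. The lists that passed in no phase were, with the smallest camera adjusted p, cyclins and CDK inhibitors of G1 (0.183), epithelial-mesenchymal transition (0.171), ErbB ligands (0.074), ErbB receptors (0.0734), estrogen receptor targets (0.082), fatty acid synthesis (0.19), inflammation (0.221), integrins (0.136), lipid droplets (0.0613), metalloproteinases (0.0693), milk proteins (0.39) and feedback inhibitors of receptor tyrosine kinases (0.0693). In the immediate phase the smallest adjusted p was 0.102, with 2 lists at an unadjusted p under the threshold, and without the HRG arrays of 10 and 15 min immediate early transcription factors (0.000294) and MAP kinase phosphatases (0.0277) were up. The genes the paper names, a list its own results chose and so no independent evidence, were higher in 5 and lower in 1 of 10 in the early phase (camera adjusted p = 8.57e-08), in 8 in the mid phase (9.08e-07) and in 6 in the late phase (0.000358). Markers of fibroblasts and leukocytes stayed below the minimum signal, with 283.8 and 136.5 as their highest means.

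The responses to HRG and EGF, each against its own arrays of 10 min, had a Pearson r across probe sets, which are not independent replicates, of 0.535 in the early, 0.571 in the mid, 0.41 in the late and 0.252 in the extended phase, and of 0.101, -0.069, 0.292 and 0.313 against the arrays of 20 min. The fall with time is thus not seen with the later baseline.

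The EGF arrays of 0.5 h differ in the early genes, with EGR1 at 3584 and 1229 and EGR3 at 2887 and 623 in replicates 1 and 2, while c-FOS had 1383 and 1696 at 10 min and 3222 and 3108 at 0.75 h of EGF. The actin ratio of replicate 2 was 0.727 times that of replicate 1 (1.319 and 1.814), which does not go with lower RNA integrity in replicate 2. Of 4 immediate early transcription factors raised at least 2-fold over 10 min in replicate 1, 0% were raised in replicate 2, which restates the difference, as these genes were picked for being high in replicate 1, and so tells nothing about a wrong label or a culture that did not respond. Replicate 2 of 0.5 h and replicate 1 of 8 h were each other's nearest arrays (r = 0.989, against 0.965 and 0.943 with their own replicates), and with c-FOS at 276 in the latter, exchanging their labels would not put a responding culture at 0.5 h. Whether another wrong label or a culture that did not respond is behind it was left open.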
